# ZmNRT1.1B (ZmNPF6.6) determines nitrogen use efficiency via regulation of nitrate transport and signalling in maize

**DOI:** 10.1111/pbi.14185

**Published:** 2023-10-02

**Authors:** Huairong Cao, Zhi Liu, Jia Guo, Zhongtao Jia, Yandong Shi, Kai Kang, Wushuang Peng, Zhangkui Wang, Limei Chen, Benjamin Neuhaeuser, Yong Wang, Xiangguo Liu, Dongyun Hao, Lixing Yuan

**Keywords:** Nitrate transport, nitrate signalling, nitrogen use efficiency (NUE), ZmNRT1.1B, ZmNLP3.1, grain yield

## Abstract

Nitrate (NO_3_^−^) is crucial for optimal plant growth and development and often limits crop productivity under low availability. In comparison with model plant Arabidopsis, the molecular mechanisms underlying NO_3_^−^ acquisition and utilization remain largely unclear in maize. In particular, only a few genes have been exploited to improve nitrogen use efficiency (NUE). Here, we demonstrated that NO_3_^−^‐inducible *ZmNRT1.1B* (*ZmNPF6.6*) positively regulated NO_3_^−^‐dependent growth and NUE in maize. We showed that the tandem duplicated proteoform ZmNRT1.1C is irrelevant to maize seedling growth under NO_3_^−^ supply; however, the loss of function of *ZmNRT1.1B* significantly weakened plant growth under adequate NO_3_^−^ supply under both hydroponic and field conditions. The ^15^N‐labelled NO_3_^−^ absorption assay indicated that ZmNRT1.1B mediated the high‐affinity NO_3_^−^‐transport and root‐to‐shoot NO_3_^−^ translocation. Transcriptome analysis further showed, upon NO_3_^−^ supply, ZmNRT1.1B promotes cytoplasmic‐to‐nuclear shuttling of ZmNLP3.1 (ZmNLP8), which co‐regulates the expression of genes involved in NO_3_^−^ response, cytokinin biosynthesis and carbon metabolism. Remarkably, overexpression of *ZmNRT1.1B* in modern maize hybrids improved grain yield under N‐limiting fields. Taken together, our study revealed a crucial role of ZmNRT1.1B in high‐affinity NO_3_^−^ transport and signalling and offers valuable genetic resource for breeding N use efficient high‐yield cultivars.

## Introduction

Nitrate (NO_3_^−^) is the predominant form of nitrogen (N) source for nutrition of most terrestrial plants (Crawford and Glass, 1998; Gao *et al*., 2022; Hirel *et al*., 2007). NO_3_^−^ is readily dissolved and lost through leaching in most ecosystems and agricultural soils, leading to highly variable NO_3_^−^ concentration in both time and space (Cameron *et al*., 2013; Gallardo *et al*., 2009; Miller *et al*., 2007). To acclimate to these fluctuations, plants evolved the spectacular physiological and developmental plasticity including modifying root architecture, adjusting NO_3_^−^ uptake and transport, and optimizing NO_3_^−^ metabolism (Giehl and von Wiren, 2014; Jia *et al*., 2022; Jia and von Wiren, 2020; Kiba and Krapp, 2016; Liu and von Wiren, 2022; Nacry *et al*., 2013). In addition to being the nutrition in plants, NO_3_^−^ also acts as a potent signal molecule that modulates genome‐wide gene expression, metabolism, physiology as well as growth and developmental processes (Bouguyon *et al*., 2015; Fredes *et al*., 2019; Poitout *et al*., 2018; Vidal *et al*., 2015). Identifying and genetically manipulating the key components of NO_3_^−^ transport and signalling is crucial for genetic improvement of crop N use efficiency (NUE).

Extensive studies have uncovered a great array of regulators in the NO_3_^−^ signalling in the past two decades (Vidal *et al*., 2020). Among them, NRT1.1‐NIN‐like protein (NLP) signalling cascade is central to the NO_3_^−^ acquisition and signalling. In Arabidopsis and rice, AtNRT1.1 and OsNRT1.1B, respectively, have been shown to mediate the dual‐affinity NO_3_^−^ uptake by roots as well as root‐to‐shoot NO_3_^−^ translocation (Hu *et al*., 2015; Huang *et al*., 1996; Leran *et al*., 2013; Liu *et al*., 1999; Liu and Tsay, 2003; Touraine and Glass, 1997; Tsay *et al*., 1993). As a NO_3_^−^ transceptor, NRT1.1 is also at the centre of a complex network of signalling pathway (Gojon *et al*., 2011; Ho *et al*., 2009; Maghiaoui *et al*., 2020b; Wang *et al*., 2009). In Arabidopsis, upon NO_3_^−^ supply, AtNRT1.1 interacts with the Ca^2+^ channel AtCNGC15 that increases cytoplasmic Ca^2+^. The resulting Ca^2+^ spikes are then decoded by a group of type III calcium‐dependent protein kinases (CPKs), AtCPK10, AtCPK30 and AtCPK32, which in turn phosphorylates master NO_3_^−^ signalling transcription factor AtNLP7 for reprogramming the gene expression and plant development (Liu *et al*., 2017; Riveras *et al*., 2015; Wang *et al*., 2020). Recently, AtNLP7 has been proven to be an intracellular NO_3_^−^ sensor that adjusts metabolic and growth responses (Liu *et al*., 2022). In rice, NO_3_^−^ perception promotes OsNRT1.1B–OsSPX4 interaction and results in ubiquitination and the degradation of OsSPX4 by recruiting an E3 ligase OsNIBP1, which releases OsNLP3 and enables its cytoplasmic‐nuclear shuttling to activate downstream NO_3_^−^ signalling (Hu *et al*., 2019). Several rice NLP members, such as OsNLP1, OsNLP3 and OsNLP4, can cooperatively regulate key genes involved in N uptake and assimilation by directly binding to the NO_3_^−^ response elements (NREs) in their promoters, and play essential roles in improving NUE and grain yield (Alfatih *et al*., 2020; Wang *et al*., 2021; Wu *et al*., 2020; Yu *et al*., 2020; Zhang *et al*., 2022). Their indispensable roles vary on N availability as the relevant function of OsNLP1 and OsNLP3 under N‐sufficient conditions but OsNLP4 under N‐deficient conditions.

A similar function of *AtNRT1.1* and *AtNLP7* orthologous genes is supposed in maize, which is habitat‐adapted to arable soil where NO_3_^−^ is the major available N source. By *in vitro* functional characterization in the heterogeneous expression system *X. laevis oocytes*, ZmNPF6.6 (ZmNRT1.1B) and ZmNPF6.4 (ZmNRT1.1A) have been shown to transport NO_3_^−^ and chloride (Wen *et al*., 2017). *In vitro* assay also shows that ZmNLP5/6/8 activate the NO_3_^−^ response by binding to NRE in the promoters of maize NO_3_^−^‐responsive genes (Cao *et al*., 2017; Ge *et al*., 2020; Wang *et al*., 2018b). However, the *in planta* function of maize NRT1.1 s and NLPs and their contribution to NUE remain to be elucidated.

In this study, we showed the NO_3_^−^‐inducible and plasma‐membrane localized ZmNRT1.1B mediates root NO_3_^−^ uptake and signalling, which in turn modulates downstream N assimilation and plant growth through the regulation of nuclear‐cytoplasmic shuttling of the transcription factor ZmNLP3.1. Loss of function of *ZmNRT1.1B* and *ZmNLP3.1* inhibits growth of maize plants under NO_3_^−^ nutrition. Notably, overexpressing *ZmNRT1.1B* confers significantly higher grain yield under low‐ to moderate‐N supply in the fields. These findings extended our understanding of NO_3_^−^ transport and signalling across plant species and provide valuable gene resources for breeding maize cultivars with improved NUE.

## Results

### The duplicated *ZmNRT1.1B* and *ZmNRT1.1C* diverge in expression pattern and protein localization

Gene duplication is a major force of genetic innovation that acquires new genes or novel functions of retaining ones in the organisms (Magadum *et al*., 2013). To gain insight into the genetic evolution of *NRT1.1* genes, we retrieved protein sequences of NRT1.1 s from plant species *Arabidopsis thaliana*, *Zea mays*, *Oryza sativa*, *Sorghum bicolor* and *Brachypodium distachyon*. Comparative genomic analysis showed that whereas only one *NRT1.1* expresses in the Arabidopsis genome, the copy number of *NRT1.1* increases to 3–4 in the monocot species, suggesting that gene expansion of *NRT1.1* occurred after the dicot and monocot specification (Figure 1a). In support, the phylogenetic analysis clustered NRT1.1s into dicot‐ and monocot‐specific clades. Collinearity analysis also showed that during the evolution, *ZmNRT1.1A/OsNRT1.1A* diverged from NRT1.1s, and *ZmNRT1.1B/OsNRT1.1B* and *ZmNRT1.1D/OsNRT1.1C* subsequently evolved through whole‐genome duplication (WGD) (Figure 1b). Interestingly, *ZmNRT1.1B* and *ZmNRT1.1C* encode 89% identical proteins and reside in close vicinity on the chromosome 1, probably deriving from a local tandem gene duplication (Figures 1b and S1).

**Figure 1:**
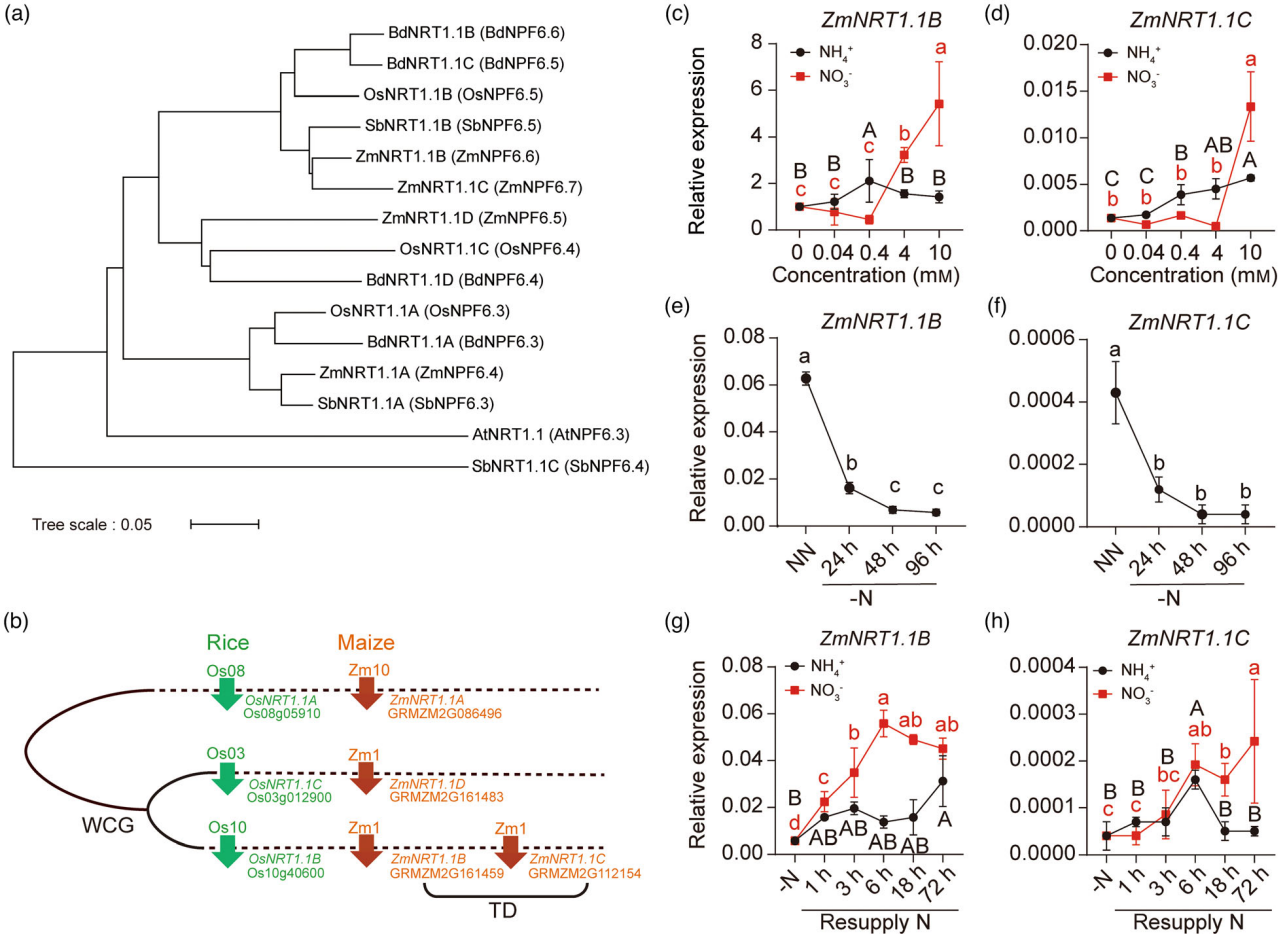
Phylogenetic and collinearity analyses of NRT1.1s and N‐dependent expression pattern of *ZmNRT1.1B* and *ZmNRT1.1C*. (a) Phylogenetic relationship of NRT1.1s in *Zea mays*, *Oryza sativa*, *Sorghum bicolor*, *Brachypodium distachyon* and *Arabidopsis thaliana*. The phylogenetic tree was constructed using MEGA7. (b) Collinearity analysis of NRT1.1 s in maize and rice. WGD, whole‐genome duplication; TD, tandem duplication. (c), (d) Transcriptional responses of *ZmNRT1.1B* (c) and *ZmNRT1.1C* (d) to different N availabilities. (e), (f) Transcript levels of *ZmNRT1.1B* (e) and *ZmNRT1.1C* (f) in response to nitrogen deprivation. Maize seedlings were pre‐cultured with 2 mm NH_4_NO_3_ (NN) for 10 days and then transferred to N‐free nutrient solution (‐N) for 24, 48 or 96 h. (g), (h) Transcript levels of *ZmNRT1.1B* (g) and *ZmNRT1.1C* (h) in response to resupply of nitrate or ammonium for 1, 3, 6, 18 or 72 h of B73 roots. After N starvation for 4 days, maize seedlings were resupplied with either 4 mm KNO_3_ or NH_4_Cl. Bars represent means ± SD (*n* = 3 independent biological replicates). *ZmTUB4* was used as the internal reference. Different letters indicate significant differences at *P* < 0.05 according to one‐way ANOVA followed by Duncan's multiple comparison test.

The evolution of genome‐wide duplicated transporter proteins, for instance in tandem, represents a likely driving force for gene sub‐ or neofunctionalization, either through changing the substrate selectivity, protein localization or spatiotemporal expression patterns of resulting proteoforms (Jia *et al*., 2021; Pottier *et al*., 2022). To gain insights into whether ZmNRT1.1B and ZmNRT1.1C undergo sub‐ or neofunctionalization, we first compared the expression patterns of *ZmNRT1.1B* and *ZmNRT1.1C* in different tissues of field‐grown maize inbred line B73 plants at the silking stage. The quantitative real‐time (qRT)‐PCR analyses showed that *ZmNRT1.1B* exhibited 24–1600 times higher transcript levels than those of *ZmNRT1.1C* in diverse tissues analysed (Figure S2a,b). The *AtNRT1.1* and *OsNRT1.1B* are transcriptionally responsive to NO_3_^−^ addition and crucial for NO_3_^−^ uptake (Hu *et al*., 2015; Huang *et al*., 1996; Liu *et al*., 1999; Touraine and Glass, 1997; Tsay *et al*., 1993). We then investigated the transcriptional responses of *ZmNRT1.1B* and *ZmNRT1.1C* to NO_3_^−^ and ammonium (NH_4_^+^) at various concentrations. Despite not responsive to NH_4_^+^ supply, transcript level of *ZmNRT1.1B* increased steadily with increasing NO_3_^−^ supply (Figure 1c). Distinct to *ZmNRT1.1B*, the transcript level of *ZmNRT1.1C* was increased by both NO_3_^−^ and NH_4_^+^ at high concentrations (Figure 1d).

We then investigated the expression dynamics of *ZmNRT1.1B* and *ZmNRT1.1C* in response to N deprivation and resupply. Whereas N deprivation down‐regulated transcript levels of *ZmNRT1.1B* and *ZmNRT1.1C* (Figure 1e,f), they were significantly up‐regulated by addition of NO_3_^−^ and reached maximum at 6 h (Figure 1g). In contrast to *ZmNRT1.1C*, the expression levels of *ZmNRT1.1B* were not responsive to NH_4_^+^ resupply (Figure 1g,h). These data collectively indicate that the duplicated *ZmNRT1.1B* and *ZmNRT1.1C* diverge in their expression pattern in response to N forms and doses.

We next characterized the subcellular localization of ZmNRT1.1B and ZmNRT1.1C proteins by transiently expressing *ZmNRT1.1B‐eGFP* and *ZmNRT1.1C‐eGFP* fusion in maize mesophyll protoplasts, respectively. The results showed that ZmNRT1.1B‐dependent green fluorescence perfectly co‐localized with the plasma membrane marker FM4‐64, suggesting the plasma membrane localization of ZmNRT1.1B protein (Figure S3). Distinct to ZmNRT1.1B, fluorescence signal of ZmNRT1.1C‐GFP dispersed in the endomembrane‐like structures (Figure S3). These results collectively suggest that the tandemly duplicated ZmNRT1.1B and ZmNRT1.1C differentiate in their expression pattern and protein localization, and these two proteoforms may undergo functional divergence *in planta*.

### Loss of function of ZmNRT1.1B but not ZmNRT1.1C weakens plant growth under replete NO_3_ ^−^ supply

To assess the physiological significance of ZmNRT1.1B and ZmNRT1.1C, we then generated the loss‐of‐function mutants *zmnrt1.1b* and *zmnrt1.1c* by CRISPR/Cas9‐mediated gene editing in the background of inbred line ND101 (Figure S4a,b). These mutants were hydroponically cultured under low‐ or high‐NO_3_^−^ conditions for 14 days to measure the dry biomass and N content (Figure 2a). In comparison with WT, both *zmnrt1.1b‐1* and *zmnrt1.1b‐2* reduced shoot dry weight by 10%–20% under low and high NO_3_^−^, and root dry weight by 20% under high NO_3_^−^ (Figure 2b). As a consequence, the shoot and root N contents of two *zmnrt1.1b* mutants were significantly lower than those of WT, especially under high NO_3_^−^ (Figure 2c). Relative to WT, none of phenotypic difference was significantly observed in plant growth, biomass and N accumulation of *zmnrt1.1c* mutants irrespective of NO_3_^−^ levels (Figure 2d–f). Collectively, these results indicate that ZmNRT1.1B, but not ZmNRT1.1C, is primarily responsible for NO_3_^−^ uptake and plant growth.

**Figure 2:**
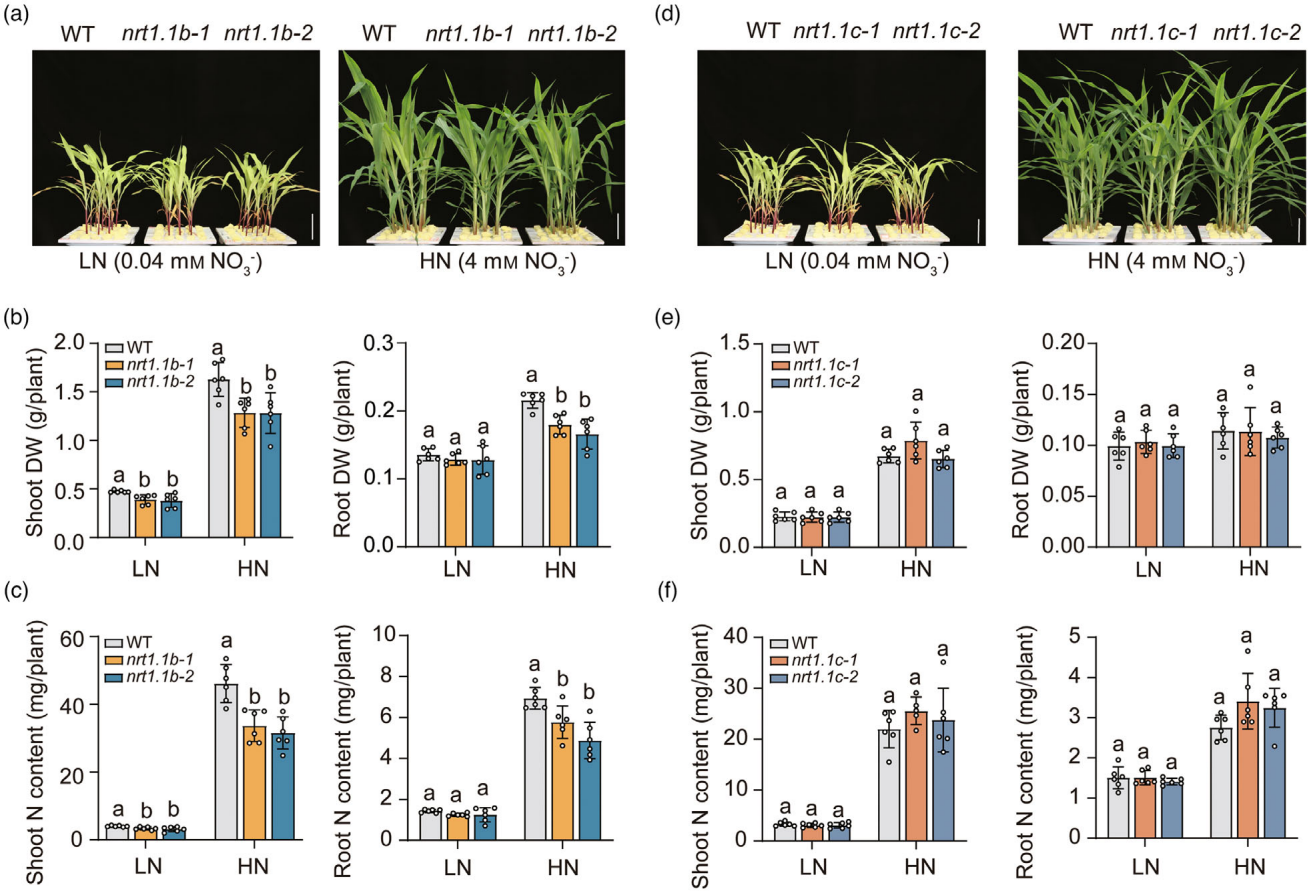
Growth phenotypes of *zmnrt1.1b* and *zmnrt1.1c* mutants under different NO_3_^−^ supply. (a)–(c) Growth performance (a), dry biomass (b) and nitrogen contents (c) of WT and *zmnrt1.1b* mutants under 0.04 mm (LN) or 4 mm KNO_3_ (HN) for 14 days. (d)–(f) Growth performance (d), dry biomass (e) and nitrogen contents (f) of WT and *zmnrt1.1c* mutants under 0.04 mm (LN)or 4 mm KNO_3_(HN) for 14 days. Bars represent mean ± SD (*n* = 6 independent biological replicates). Scale bars, 10 cm. Different letters indicate significant differences at *P* < 0.05 according to one‐way ANOVA followed by Duncan's multiple comparison test.

### ZmNRT1.1B modulates high‐affinity NO_3_ ^−^ uptake and signalling *in planta*

Retarded growth of the *zmnrt1.1b* mutants in the presence of NO_3_^−^ implied that the *zmnrt1.1b* might impair the NO_3_^−^ transport and/or signalling. As ZmNRT1.1B is localized to the plasma membrane, we first characterized the high‐ and low‐affinity NO_3_^−^ uptake by short‐term ^15^N‐labelled NO_3_^−^ influx of hydroponically grown plants (Figure 3a). When plants were pre‐cultured under N starvation for 4 days prior to influx assay, the high‐affinity NO_3_^−^ uptake capacity of *zmnrt1.1b* mutants was ~20% significantly lower than that of WT. For the nitrate‐inducible NO_3_^−^ influx rates, *zmnrt1.1b* mutant plants showed 10%–15% reduction compared with WT after 3 h pretreatment with 4 mm NO_3_^−^. By contrast, no significant difference between WT and mutant plants was detected when they were supplied with 5 mm ^15^NO_3_^−^ to assess the low‐affinity NO_3_^−^ uptake capacity (Figure 3b).

**Figure 3:**
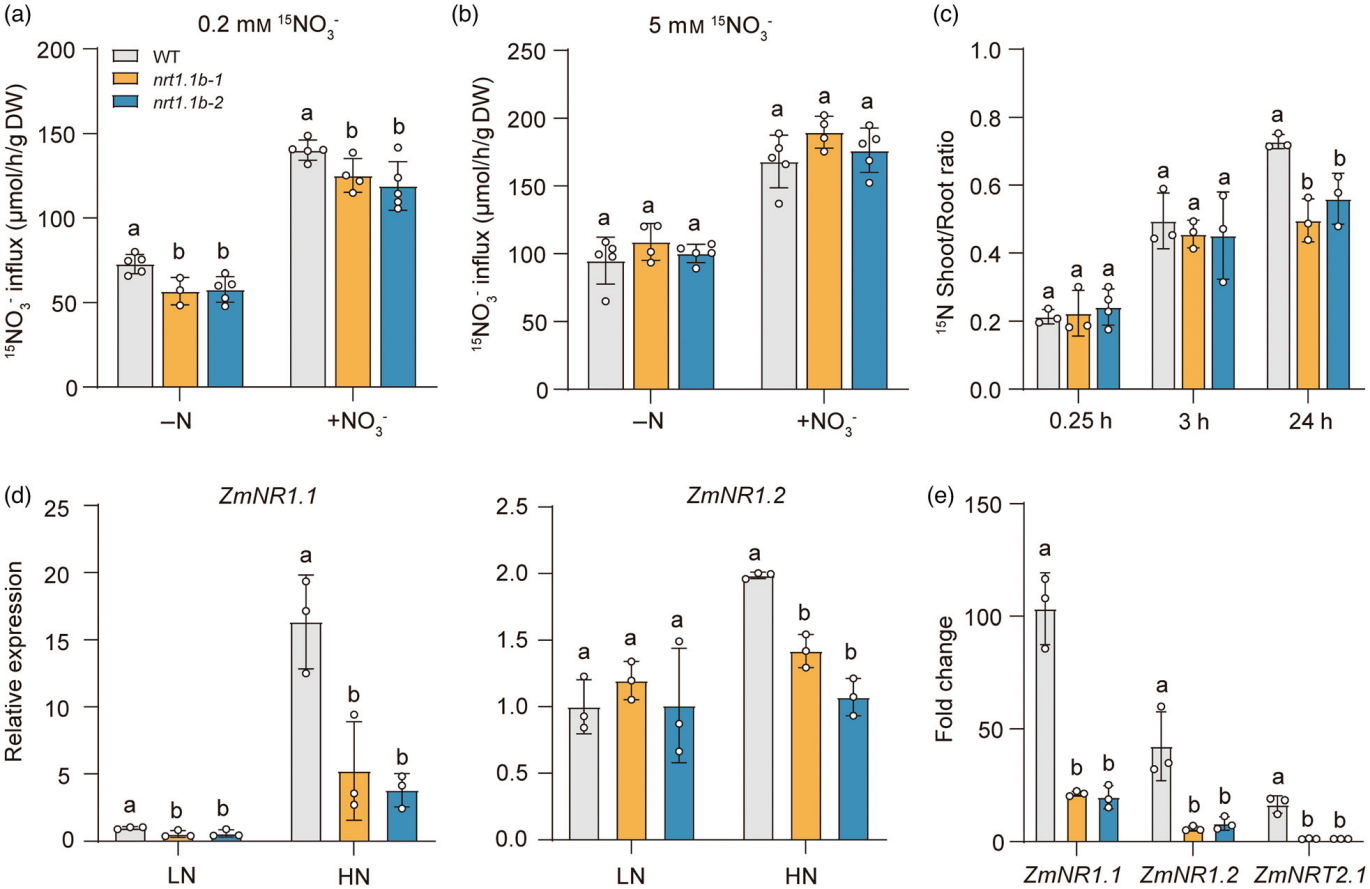
ZmNRT1.1B modulates NO_3_^−^ uptake, root‐to‐shoot translocation and expression of NO_3_^−^‐responsive genes. (a) and (b) Root influx of ^15^N‐labelled NO_3_^−^ supplied at the concentration of 0.2 mm to assess the high‐affinity transport system (HATS) (a) or at 5 mm for the low‐affinity transport system (LATS) (b) of WT and *zmnrt1.1b* mutants. Maize plants were pre‐cultured hydroponically under 2 mm NH_4_NO_3_ for 10 days before transferring to N‐free nutrient solution for 4 days (‐N). N‐deficient plants were then resupplied with 4 mm KNO_3_ (+NO_3_^−^) for 3 h. (c) Nitrate translocation in WT and *zmnrt1.1b* plants. Ratio of shoot/root ^15^NO_3_^−^ contents of different plants in the WT and *zmnrt1.1b* mutants assessed at ^15^N‐nitrate addition for 0.25, 3 or 24 h. (d) Transcript levels of nitrate assimilation genes *ZmNR1.1* and *ZmNR1.2* in WT and *zmnrt1.1b* mutants under 0.04 (LN) or 4 mm KNO_3_ (HN) for 14 days. Relative gene expression of WT grown under low NO_3_^−^ condition was normalized to 1. (e) Nitrate induction levels of *ZmNR1.1*, *ZmNR1.2* and *ZmNRT2.1* transcripts in WT and *zmnrt1.1b* mutants. Ten‐day‐old hydroponically grown maize seedlings were subjected to N starvation for 4 days, and then resupplied with 5 mm NO_3_^−^ for 3 h. Bars represent mean ± SD (*n* ≥ 3 independent biological replicates). Different letters indicate significant differences at *P* < 0.05 according to one‐way ANOVA followed by Duncan's multiple comparison test.

To further determine whether ZmNRT1.1B contributes to the root‐to‐shoot NO_3_^−^ translocation, we quantified the shoot/root ^15^N ratio by extending the ^15^NO_3_^−^ feeding period to 0.25 h, 3 h and 24 h (Figure 3c). Whereas comparable to WT at 0.25 h and 3 h, we observed that shoot/root ^15^N ratio in *zmnrt1.1b* mutants significantly reduced by 31.8% and 23% compared with WT after 24 h, suggesting that ZmNRT1.1B is also crucial for the root‐to‐shoot NO_3_^−^ translocation.

We next examined the expression of N utilization‐related genes in WT and *zmnrt1.1b* mutant plants cultivated under low‐ and high‐NO_3_^−^ regimes. The transcript levels of NO_3_^−^ assimilation genes including *ZmNR1.1* and *ZmNR1.2* consistently and significantly decreased under high NO_3_^−^, suggesting that NO_3_^−^ assimilation may be compromised (Figure 3d). We further assessed the expression of primary NO_3_^−^ response (PNR) marker genes including *ZmNR1.1, ZmNR1.2* and *ZmNRT2.1* to investigate whether *ZmNRT1.1B* is required for NO_3_^−^ signalling. After 3 h short‐term NO_3_^−^ treatments, the transcriptional induction of *ZmNR1.1, ZmNR1.2* and *ZmNRT2.1* in roots of both *zmnrt1.1b‐1* and *zmnrt1.1b‐2* mutants were largely reduced in comparison with WT, suggesting that ZmNRT1.1B is functionally relevant for NO_3_^−^ signalling (Figure 3e). Taken together, these results indicate that ZmNRT1.1B contributes to the high‐affinity NO_3_^−^ uptake, root‐to‐shoot translocation and NO_3_^−^ signalling *in planta*.

### ZmNRT1.1B‐ZmNLP3.1 is required for NO_3_ ^−^ signalling

In Arabidopsis, AtNRT1.1 and AtNLP7 have been shown to function as the plasma membrane and intracellular NO_3_^−^ sensor, respectively (Ho *et al*., 2009; Liu *et al*., 2022). To investigate the roles of ZmNRT1.1B and ZmNLP3.1 in NO_3_^−^ signalling, we produced two loss‐of‐function mutants of *ZmNLP3.1* via CRISPR/Cas9‐mediated gene editing (Figure S4c). 

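Roots of wild-type maize (WT) and of *zmnrt1.1b* and *zmnlp3.1* seedlings were sequenced, with 3 libraries for each genotype and treatment and 18 libraries in all. The mutants carry CRISPR/Cas9 alleles of ZmNRT1.1B, a NO_3_- transporter, and of ZmNLP3.1, a transcription factor of the NIN-like protein family. Seedlings grew for 10 days in full nutrient solution and 4 days without N, and then received 5 mM KNO_3_ or 5 mM KCl for 2 h. KCl supplies the cation without NO_3_-, so the difference between KNO_3_ and KCl within a genotype is its NO_3_- response. The deposited sample labels call both mutant genotypes knockdowns, the paper describes loss-of-function mutants, and the paper's text does not say which line of each mutant was sequenced.
The authors aligned 150 bp paired-end reads to the B73 RefGen_v4 genome with HISAT2 (v2.0.5) and deposited FPKM values, fragments on a gene scaled by its length and by the size of the library, for 47334 genes. Multiplied by gene length, the values were whole multiples of a single step in each library, so the number of reads behind each value could be recovered. In WT, 18248527 to 18561709 reads (median 18498668) per library were recovered under KCl and 18220755 to 19116969 reads (median 18424595) under KNO_3_. In *zmnrt1.1b* there were 16955904 to 17859459 reads (median 17441668) under KCl and 16956831 to 17770002 reads (median 17324800) under KNO_3_. In *zmnlp3.1* there were 17543783 to 18139319 reads (median 18125290) under KCl and 17186874 to 18294139 reads (median 17858810) under KNO_3_. The denominator of the deposited FPKM was between 0.925 and 1.109 times the recovered total of its library, so the values include a scaling between libraries that the paper's text does not describe.
The values were analysed as log2(FPKM + 0.1), and the 26011 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma in a single linear model of all 6 groups. A gene was counted as responding to NO_3_- when its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 fold change over 1, the thresholds given for Figure 4. No table used here pairs the gene names of the paper with the IDs of the deposited values. Genes are therefore given by ID, chromosome and the protein description in the deposited table, and none is assigned to a gene name of the paper.
The genes described as members of the mutated families were examined first. Of 3 tested genes described as Protein NRT1/ PTR FAMILY 6.3, Zm00001d029932 on chromosome 1 (94940936 to 94945167) had 62.5 ± 9.29 FPKM under KCl and 183 ± 14.3 FPKM under KNO_3_ in WT (SD, n = 3 each). It had 140.0 ± 13.1 and 173 ± 54.8 FPKM in *zmnrt1.1b* and 50.9 ± 21.0 and 68.6 ± 9.81 FPKM in *zmnlp3.1* (SD, n = 3 each). Under KCl its log2 difference between *zmnrt1.1b* and WT was 1.17 (adjusted p = 0.0151 from limma), with the higher level in the mutant. For Zm00001d024587 on chromosome 10, of the same description, that difference was 0.26 (adjusted p = 0.502 from limma). A further gene of this description, Zm00001d029933 on chromosome 1, was at 0 in every library. Of 3 tested genes described as Protein NLP3, Zm00001d009017 on chromosome 8 (30237363 to 30243290) had 14.8 ± 2.57 FPKM in WT and 8.63 ± 0.731 FPKM in *zmnlp3.1* under KNO_3_ (SD, n = 3 each), a log2 difference of −0.76 (adjusted p = 0.000738 from limma). Zm00001d039266 on chromosome 3, also described as Protein NLP3, was lower under KNO_3_ both in *zmnlp3.1*, by a log2 difference of −0.89, and in *zmnrt1.1b*, by −0.75 (adjusted p = 0.000444 and 0.00257 from limma). A small edit need not lower a transcript, and no ID is paired with ZmNRT1.1B or ZmNLP3.1, so these levels are no test of the genotype labels.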

We performed RNA sequencing (RNA‐seq) with the WT, *zmnrt1.1b* and *zmnlp3.1* plants treated with 5 mm KCl or KNO_3_ for 2 h. 

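In WT roots, 716 genes rose and 750 fell in KNO_3_ against KCl past both thresholds, and 3342 genes had an adjusted p-value under 0.05 at any fold change. Among the alternatives that kept all libraries, a pseudocount of 1 FPKM moved the counts most, to 586 rising and 507 falling genes, of which 559 and 494 were among those above. With a WT library left out, at least 581 genes rose and at least 573 fell. Limma's voom method on the recovered reads gave 683 and 862 genes. Of the up-regulated genes that the paper lists in Data S2, 828 were tested and 696 passed both thresholds, and of its down-regulated genes 798 were tested and 680 passed.
Among the 5 largest increases of genes with a mean of at least 5 FPKM and all KNO_3_ libraries on one side of all KCl libraries, Zm00001d006911 on chromosome 2, without a protein description, had a log2 fold change of 5.56 (standard error 0.50, adjusted p = 2.42e-06 from limma). Zm00001d008329 on chromosome 8, also without a description, rose from 178 ± 33.5 to 3573 ± 402 FPKM (SD, n = 3 each). The gene gene_Zm00001d042443 on chromosome 3 (167612707 to 167616683), described as BTB/POZ and TAZ domain-containing protein 2, rose from 26.8 ± 3.44 to 511 ± 64.7 FPKM (SD, n = 3 each), a log2 fold change of 4.25 (standard error 0.23, adjusted p = 1.56e-08 from limma).
Among the 5 largest decreases, Zm00001d036542 on chromosome 6, described as Oryzain alpha chain, fell by 5.18 on the log2 scale (adjusted p = 0.000496 from limma). Zm00001d007717 on chromosome 2, described as Bisdemethoxycurcumin synthase, had 31.8 ± 3.07 FPKM under KCl and 1.64 ± 0.549 under KNO_3_ (SD, n = 3 each). Zm00001d010588 on chromosome 8, described as Pyruvate decarboxylase 1, had 28.3 ± 4.29 and 2.15 ± 1.01 FPKM (SD, n = 3 each). The decrease of Zm00001d002394, which has no description, had an adjusted p of 0.034 from limma and was no longer past the threshold in 5 of the 6 fits that each left out a WT library.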

The RNA‐seq analysis identified 891 NO_3_^−^ up‐regulated and 840 down‐regulated genes in roots of WT (Figure 4a; Data S2). Among these 891 NO_3_^−^‐up‐regulated genes in WT, 477 (53.5%) and 580 (65.1%) genes showed significantly decreased responses to NO_3_^−^ in *zmnrt1.1b* (ZmNRT1.1B‐dependent NO_3_^−^‐up‐regulated genes) and *zmnlp3.1* (ZmNLP3.1‐dependent NO_3_^−^‐up‐regulated genes), respectively (Figure 4b; Data S2–S4). 

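Data S3 and S4 give a p-value threshold for a decreased response without naming the test. Here the difference between the log2 fold change in the mutant and in WT was tested as an interaction in the same limma model, and a response was counted as decreased when its unadjusted p-value was under 0.05 and the mutant's response the smaller. By this criterion 355 of the 716 up-regulated genes (49.6%) had a decreased response in *zmnrt1.1b* and 446 (62.3%) in *zmnlp3.1*, while 5 and 6 genes had a larger one. With the interaction p-value adjusted over the list alone, 275 and 384 genes passed, and adjusted over all genes tested 94 and 202. The list was chosen on the same WT libraries, so the count over the list alone is not independent evidence.
Choosing genes by their WT response favours those whose response in WT was measured too large. Mutants with unchanged responses were therefore simulated 100 times against the same WT libraries. With WT responses shrunken for their measurement error, 20.6% and 20.9% of the list counted as decreased on average in the simulated mutants and 23.4% and 24.3% at most, and with the measured WT means 4.04% and 4.16% did on average. The WT list was called anew with each simulation and averaged 799 and 800 genes in these 2 kinds. A comparison of genotypes under KNO_3_ alone gave 469 genes in *zmnrt1.1b* and 603 in *zmnlp3.1*, and without WT KNO_3_ replicate 3 there were 263 and 338.
The median log2 fold change over the list was 1.46 in WT (quartiles 1.20 and 2.00), 0.79 in *zmnrt1.1b* (0.38 and 1.28) and 0.61 in *zmnlp3.1* (0.23 and 1.08). Selection in WT alone can also lower the median of a mutant, and the simulated unchanged mutants had medians of 1.16 on average with shrunken WT responses and 1.5 with the measured WT means. Both thresholds were also passed by 239 of the genes in *zmnrt1.1b* and 169 in *zmnlp3.1*.

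**Figure D1:**
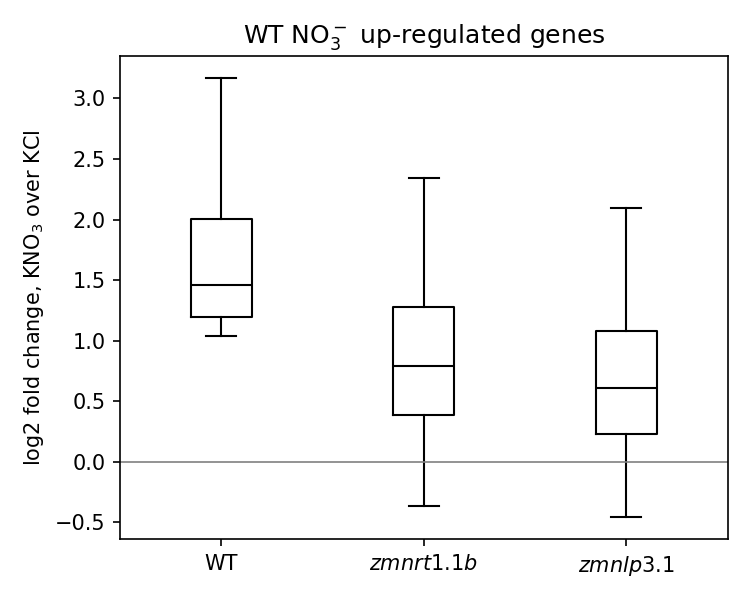
The log2 fold change of KNO_3_ over KCl of the 716 genes up-regulated in WT is plotted for each genotype, with boxes between the quartiles, lines at the medians and whiskers from the 5th to the 95th percentile of the genes. The medians are 1.46 in WT, 0.79 in *zmnrt1.1b* and 0.61 in *zmnlp3.1*, on genes selected in the WT libraries.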

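The lists of genes with a decreased response in *zmnrt1.1b* and in *zmnlp3.1* shared 275 genes, which were 77.5% of the first list and 61.7% of the other. Both comparisons use the same WT libraries and so overlap even without an effect. In the simulations of unchanged mutants, 84 genes were shared on average and 102 at most with shrunken WT responses, from smaller lists of dependent genes. With lists that held the same shares of the WT list as those found, 79.9% of the smaller list was shared on average, and 94 of 100 simulations shared as large a part as was found. Such simulated lists hold only genes without an effect, whereas by the interaction criterion unchanged mutants gave at most 23.4% and 24.3% of the list. The comparison therefore cannot tell the shared WT libraries from a common regulation as the source of the overlap. Adjusted over the list alone, 197 genes were shared, and under KNO_3_ alone 423.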

We further observed 363 genes overlapped between ZmNRT1.1B‐dependent NO_3_^−^‐up‐regulated genes (76.1%) and ZmNLP3.1‐dependent NO_3_^−^‐up‐regulated genes (62.6%), and these genes were considered to be co‐regulated by ZmNRT1.1B and ZmNLP3.1 (Figure 4b Data S3).

**Figure 4:**
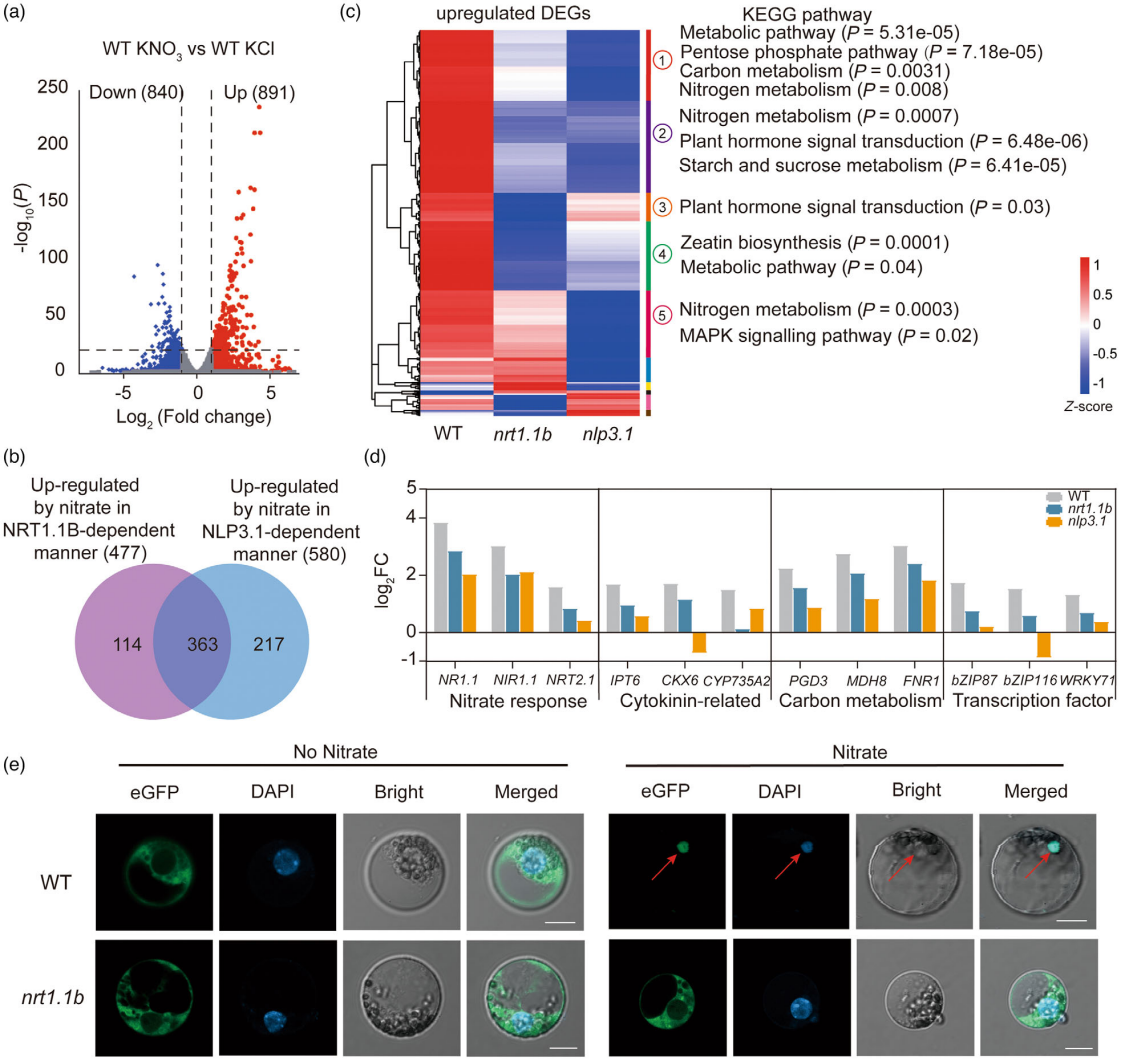
ZmNRT1.1B‐ZmNLP3.1 module regulates NO_3_^−^ signalling in maize. (a) Volcano plots showing the number of differentially expressed genes (DEGs) regulated by NO_3_^−^ in WT. DEGs were clarified with the criteria of adjusted *P* value <0.05 and absolute log_2_FC (fold change) > 1. (b) A Venn diagram showing the overlap gene numbers between ZmRT1.1B‐dependent NO_3_^−^‐up‐regulated genes (477) and ZmNLP3.1‐dependent NO_3_^−^‐up‐regulated genes (580). (c) Hierarchical cluster analysis of the NO_3_^−^‐inducible genes (891 genes) in WT, *zmnrt1.1b* and *zmnlp3.1* mutants, and the KEGG pathway enrichment analysis of respective cluster. The *z*‐score scale bar represents mean‐subtracted regularized log‐transformed FPKM. Full results of KEGG pathway analysis of NO_3_^−^‐up‐regulated DEGs in different clusters are shown in Data S5. (d) NO_3_^−^ treatment regulates the expression of genes mediating NO_3_^−^ response, CK signalling, carbon metabolism and transcription in WT, *zmnrt1.1b* and *zmnlp3.1*. (e) ZmNLP3.1‐eGFP fluorescence expression in WT and *zmnrt1.1b* protoplasts in the presence or absence of NO_3_^−^. Scale bars, 10 μm. Nucleus was visualized with DAPI (blue signal). Images are representative of 10 protoplasts.

A hierarchical cluster analysis classified these 891 NO_3_^−^ up‐regulated DEGs into 10 clusters (Figure 4c; Data S5). Among them, the gene set co‐regulated by ZmNRT1.1B and ZmNLP3.1 was assigned into the clusters 1, 2, 3, 4 and 5, KEGG pathway, which were enriched in N metabolism, carbon metabolism, starch and sucrose metabolism, plant hormone signal transduction and MAPK signalling pathways (Figures 4c and S5a; Data S5). 

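The log2 fold changes of the up-regulated genes in the 3 genotypes were standardized per gene and grouped into 10 clusters by complete linkage on Euclidean distance, since the paper's text does not name a linkage. The clusters held 189, 188, 178, 66, 35, 31, 16, 5, 4 and 4 genes. The median log2 fold changes in WT, *zmnrt1.1b* and *zmnlp3.1* were 1.50, 0.73 and 0.45 in the largest cluster, 1.48, 0.50 and 0.63 in the next and 1.45, 1.05 and 0.36 in the third. In the fourth, of 66 genes, they were 1.32, 0.13 and 0.84. In each of the smaller clusters the median of at least 1 mutant was above that of WT, as in the cluster of 31 genes with 1.42 in WT, 1.55 in *zmnrt1.1b* and 0.43 in *zmnlp3.1*.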

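In the clusters made here, numbered by size and not as in Figure 4c, the co-regulated genes were in the 4 largest, with 105, 114, 40 and 16 genes. The clusters and the co-regulated genes were defined on the same responses. Their placement therefore follows largely from the definitions and is no test of the clusters in Figure 4c. Clustering without standardization per gene placed 251 of the co-regulated genes (91.3%) in the 5 clusters that held most.
The genes that Data S5 lists for a pathway in its clusters 1 to 5 were tested as sets for a smaller response by limma's rotation test fry on the interaction, with Benjamini-Hochberg adjustment over 7 pathway lists in 2 mutants. The study chose these lists on the same libraries, so the tests are not independent evidence. The 9 genes under nitrogen metabolism had a median log2 fold change of 1.93 in WT, 1.18 in *zmnrt1.1b* and 0.88 in *zmnlp3.1*, and the decrease passed the threshold in *zmnlp3.1* (adjusted p = 0.0152) and not in *zmnrt1.1b* (adjusted p = 0.0579). The 13 genes under carbon metabolism had medians of 1.57, 1.07 and 0.90, with adjusted p = 0.0141 in *zmnrt1.1b* and 0.000842 in *zmnlp3.1*. The 9 genes under starch and sucrose metabolism had medians of 1.63, 1.05 and 0.91, with adjusted p = 0.00072 and 0.000446. Each gene of these 3 lists had a smaller response in both mutants. A pathway annotation of all genes was not used here, so no enrichment was computed.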

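Genes were chosen by their protein description, and every tested gene of a description was counted. Of 4 genes described as nitrate reductase, 3 rose in WT past both thresholds. Zm00001d018206 on chromosome 5 (216589277 to 216592402), Nitrate reductase [NAD(P)H], had 60.5 ± 12.6 FPKM under KCl and 867 ± 137 under KNO_3_ in WT (SD, n = 3 each), a log2 fold change of 3.85 (standard error 0.24, adjusted p = 5.18e-08 from limma). Under KNO_3_ it had 493 ± 126 FPKM in *zmnrt1.1b* and 127 ± 22.3 in *zmnlp3.1* (SD, n = 3 each). Its response differed from that of WT by −1.75 in *zmnlp3.1* (adjusted p = 0.00817 from limma) and by −0.74 in *zmnrt1.1b* (adjusted p = 0.261 from limma). The difference in *zmnrt1.1b* had an unadjusted p under 0.05 and lost it in 8 of the 12 fits that each left out a library. Zm00001d049995 on chromosome 4, Nitrate reductase [NADH] 1, rose by 2.94 in WT, 1.87 in *zmnrt1.1b* and 1.57 in *zmnlp3.1* on the log2 scale, and both differences from WT passed the unadjusted threshold (adjusted p = 0.102 in *zmnrt1.1b*, adjusted p = 0.0234 in *zmnlp3.1* from limma).
The 3 genes described as ferredoxin--nitrite reductase that rose in WT also rose past both thresholds in each mutant, and in none was the response smaller at the interaction threshold. Zm00001d018161 on chromosome 5 rose by 2.74 in WT, 2.28 in *zmnrt1.1b* and 2.27 in *zmnlp3.1*, and the differences had adjusted p = 0.646 in *zmnrt1.1b* and adjusted p = 0.595 in *zmnlp3.1* from limma. The others, gene_Zm00001d052164 and gene_Zm00001d052165, overlap on chromosome 4, where reads could be counted for either gene. Without *zmnlp3.1* KCl replicate 4, the difference in *zmnlp3.1* was −1.01 for Zm00001d018161 and −1.31 for gene_Zm00001d052164, both past the unadjusted threshold. In *zmnrt1.1b* the difference of gene_Zm00001d052164 was −1.003 (adjusted p = 0.301 from limma), and it came past the unadjusted threshold with a pseudocount of 1 FPKM, the replicate number as a block, only the groups compared, voom, and in 1 of the 12 fits that each left out a library.
Of 6 genes described as high-affinity nitrate transporters or their activating proteins, 3 rose in WT. gene_Zm00001d054060 on chromosome 4, High-affinity nitrate transporter 2.1, which may share reads with gene_Zm00001d054057 of the same description, rose by 1.93 in WT (adjusted p = 0.0297 from limma), 1.65 in *zmnrt1.1b* and 0.91 in *zmnlp3.1*. Its interactions were not past the threshold in *zmnrt1.1b* or *zmnlp3.1* (adjusted p = 0.888 and adjusted p = 0.489 from limma). Without *zmnlp3.1* KCl replicate 4 the difference in *zmnlp3.1* was −1.95 and past the unadjusted threshold, and the rise in WT was no longer past the threshold in any of the 6 fits that each left out a WT library. Zm00001d044504 on chromosome 3, Probable high-affinity nitrate transporter 2.4, rose by 1.32 in WT (adjusted p = 0.0018 from limma). Its response differed from that of WT by −0.96 in *zmnlp3.1*, past the unadjusted threshold (adjusted p = 0.126 from limma), and by −0.73 in *zmnrt1.1b*, not past it (adjusted p = 0.296 from limma). Under KCl its level was higher in *zmnlp3.1* than in WT by 0.86 (adjusted p = 0.0392 from limma), and under KNO_3_ the difference was −0.11. Zm00001d017095 on chromosome 5, High-affinity nitrate transporter-activating protein 2.1, rose by 1.15 in WT (adjusted p = 0.0353 from limma), and this too was no longer past the threshold in any of the 6 fits, nor with a minimum of 0.1 FPKM or with no minimum. It had 1338 ± 67.3 FPKM under KCl and 2979 ± 233 under KNO_3_ in WT, and 1008 ± 536 under KCl in *zmnlp3.1* (SD, n = 3 each). For gene_Zm00001d054060 these values were 262 ± 40.6, 1003 ± 186 and 177 ± 125 FPKM. In WT each KNO_3_ library lay above each KCl library for both genes. The model estimates the spread of a gene from all 6 groups, so scatter in mutant libraries also weakens the test in WT.
For cytokinin (CK), 1 of 9 tested genes described as cytokinin dehydrogenase rose in WT past both thresholds. This gene, gene_Zm00001d032664 on chromosome 1 (233548082 to 233551762), Cytokinin dehydrogenase 3, had 10.8 ± 1.71 FPKM under KCl and 35.5 ± 1.19 under KNO_3_ in WT, and under KNO_3_ 12.9 ± 2.31 in *zmnrt1.1b* and 8.92 ± 3.03 in *zmnlp3.1* (SD, n = 3 each). Its response differed from that of WT by −2.44 in *zmnlp3.1* (adjusted p = 0.000565 from limma) and −0.60 in *zmnrt1.1b*, which was not past the unadjusted threshold (adjusted p = 0.323 from limma). Of the others only gene_Zm00001d032046, Cytokinin dehydrogenase 11, had an adjusted interaction p under 0.05. It rose by 0.66 in WT, under the fold change threshold, and its response differed by −0.91 in *zmnrt1.1b* (adjusted p = 0.0268 from limma) and −1.50 in *zmnlp3.1* (adjusted p = 0.000565 from limma). The alternatives were not tried for it.

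**Figure D2:**
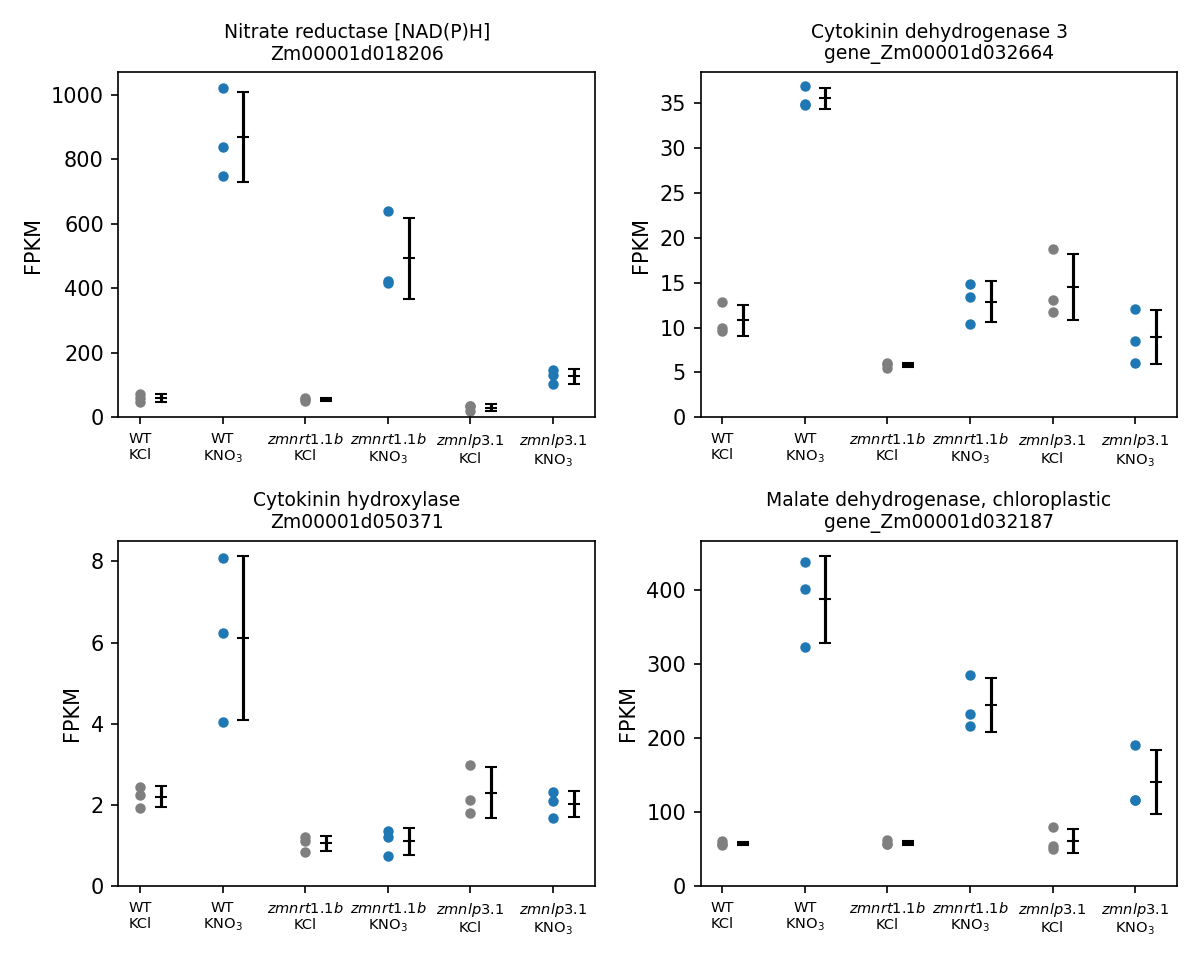
FPKM of a nitrate reductase, a cytokinin dehydrogenase, a cytokinin hydroxylase and a malate dehydrogenase gene is plotted for each genotype under KCl and KNO_3_, with a dot per library and the mean and SD of 3 libraries. In each gene the highest mean is that of WT under KNO_3_.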

Remarkably, genes related to NO_3_^−^ responses, CK signalling and carbon metabolisms showed less induction levels by NO_3_^−^ in *zmnrt1.1b* and *zmnlp3.1* mutants than those in WT (Figure 4d; Data S2–S5). Consistent with the RNA‐seq results, qPCR analysis confirmed that expression levels of NO_3_^−^‐responsive genes *ZmNR1.1*, *ZmNR1.2* and *ZmNRT2.1* were greatly inhibited in *zmnrt1.1b* and *zmnlp3.1* mutants compared with WT (Figure S5d; Data S2–S4). Likewise, of the 840 NO_3_^−^‐repressed genes, ZmNRT1.1B and ZmNLP3.1 were responsible for the expression of 285 (33.9%) and 251 (29.8%) genes, respectively. 

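By the interaction criterion, 301 of the 750 down-regulated genes (40.1%) had a decreased response in *zmnrt1.1b* and 385 (51.3%) in *zmnlp3.1*, and 4 and 1 had a larger one. Adjusted over the list alone, 167 and 298 genes passed, and over all genes tested 51 and 145. The comparison under KNO_3_ alone reversed the order of the mutants, with 428 genes in *zmnrt1.1b* and 377 in *zmnlp3.1*. Simulated unchanged mutants with shrunken WT responses gave 18.6% and 18.7% of the list on average and 22.3% and 22.7% at most, with lists of 823 genes on average.
The median log2 fold change of these genes was −1.46 in WT, −0.81 in *zmnrt1.1b* and −0.58 in *zmnlp3.1*, and that of the simulated mutants −1.07 on average. Zm00001d007717, described above, differed from WT in its response by 3.37 in *zmnlp3.1* (adjusted p = 0.000565 from limma), and Zm00001d010588 by 2.52 in *zmnrt1.1b* (adjusted p = 0.0426) and 2.09 in *zmnlp3.1* (adjusted p = 0.0488). For Zm00001d007717 the larger part was a lower level under KCl, where *zmnlp3.1* differed from WT by −2.15, against 1.21 under KNO_3_ (adjusted p = 0.000487 and 0.00521 from limma). For Zm00001d010588 the larger part lay under KNO_3_, with 3.47 in *zmnrt1.1b* and 3.34 in *zmnlp3.1*. In its response, the largest of the decreases named above went the other way. Zm00001d036542 fell by 8.21 in *zmnlp3.1*, a larger response than in WT, by a difference of −3.04 that was past the unadjusted threshold (adjusted p = 0.15 from limma) and not past it with voom. In *zmnrt1.1b* the difference was −0.45 (adjusted p = 0.882 from limma). Under KCl it had 13.0 ± 8.57 FPKM in WT, 288 ± 105 in *zmnrt1.1b* and 804 ± 287 in *zmnlp3.1* (SD, n = 3 each). Under KNO_3_ the WT libraries were at 0, 0.0463 and 2.01 FPKM, and *zmnlp3.1* had 2.53 ± 0.504 FPKM (SD, n = 3). The pseudocount of 0.1 FPKM thus limits the fall in WT. The larger fall in *zmnlp3.1* cannot be told apart from its higher level under KCl.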

More than 50% of ZmNRT1.1B‐dependent NO_3_^−^‐repressed genes overlapped with those of ZmNLP3.1 dependence (Figure S5b,c). These data suggest that ZmNRT1.1B and ZmNLP3.1 co‐regulate the expression of NO_3_^−^‐responsive genes through a common signalling pathway.

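The down-regulated genes with a decreased response in both mutants numbered 199, which was 66.1% of the ZmNRT1.1B-dependent and 51.7% of the ZmNLP3.1-dependent ones. Simulated unchanged mutants shared 69 genes on average and 95 at most, from smaller lists of dependent genes. With lists of the same shares as those found, 72.2% of the smaller list was shared on average and at least 67.8%. These simulated lists too hold only genes without an effect, so the comparison cannot decide the source of this overlap. With a pseudocount of 1 FPKM 126 genes were shared.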

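Over the ZmNRT1.1B-dependent up-regulated genes, the median log2 difference of *zmnrt1.1b* from WT was 0.10 under KCl and −0.91 under KNO_3_. Over the ZmNLP3.1-dependent ones, the median difference of *zmnlp3.1* from WT was −0.14 and −1.40. The difference under KCl was the larger in 15.5% and 7.85% of these genes. Among the ZmNLP3.1-dependent down-regulated genes the median difference of *zmnlp3.1* was −0.45 under KCl and 0.89 under KNO_3_, and that under KCl was the larger in 35.8%. Among the ZmNRT1.1B-dependent down-regulated genes that of *zmnrt1.1b* was 0.12 and 1.42, and the difference under KCl was the larger in 15%. From the genes that depend on both regulators, the paper proposes that ZmNRT1.1B and ZmNLP3.1 act on NO_3_--responsive genes through a common signalling pathway.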

Given the large proportion of NO_3_^−^‐regulated genes shared by ZmNRT1.1B and ZmNLP3.1, we then explored the genetic relationship of ZmNRT1.1B and ZmNLP3.1 in NO_3_^−^ signalling. We first investigated whether ZmNRT1.1B was sufficient to regulate *ZmNLP3.1* expression. However, we observed that the transcript level of *ZmNLP3.1* was not significantly different between WT and *zmnrt1.1b* mutants under neither low nor high NO_3_^−^ condition (Figure S6). We then tested whether ZmNLP3.1 nuclear retention is regulated by NO_3_^−^ and dependent on function of ZmNRT1.1B. Similar to AtNLP7 in Arabidopsis, we observed that ZmNLP3.1 dispersed in the cytoplasm in the absence of NO_3_^−^, and ZmNLP3.1‐eGFP fluorescence was perfectly obviously co‐localized with the nuclear dye DAPI in the presence of NO_3_^−^, suggesting NO_3_^−^ addition promoted ZmNLP3.1 nucleus retention. Strikingly, the loss of function of ZmNRT1.1B completely prevented ZmNLP3.1 cytoplasmic‐nuclear shuttling (Figure 4e). Taken together, these results indicate that ZmNRT1.1B regulates NO_3_^−^ signalling through modulating cytoplasmic‐nuclear shuttling of ZmNLP3.1.

### ZmNLP3.1 positively regulate NO_3_ ^−^‐mediated plant growth

To explore the role of ZmNLP3.1 in NO_3_^−^‐regulated plant growth and development, we analysed the growth phenotypes of two *zmnlp3.1* mutants. Although at low NO_3_^−^ supply, growth of WT and *zmnlp3.1* did not differ significantly, the growth promotion by high NO_3_^−^ was obviously suppressed in each *zmnlp3.1* mutant relative to WT (Figure 5a). Under replete NO_3_^−^, the root and shoot dry biomass was significantly reduced by ~35% and ~30%, respectively, compared with WT. Similarly, the total N accumulation in both root and shoot was also decreased by ~40% and ~43%, respectively (Figure 5b,c). We further assessed the transcript levels of NO_3_^−^ uptake and assimilation genes to test whether compromised NO_3_^−^ metabolism and/or acquisition was causal for the weak growth of *zmnlp3.1* mutants. Whereas the transcript level of *ZmNRT2.1* was similar as WT under replete NO_3_^−^ condition, we observed that the expression of both *ZmNR1.1* and *ZmNR1.2* was significantly down‐regulated (Figure S7), suggesting that NO_3_^−^ assimilation is largely compromised, which in turn results in growth defects observed in *zmnlp3.1* mutants.

**Figure 5:**
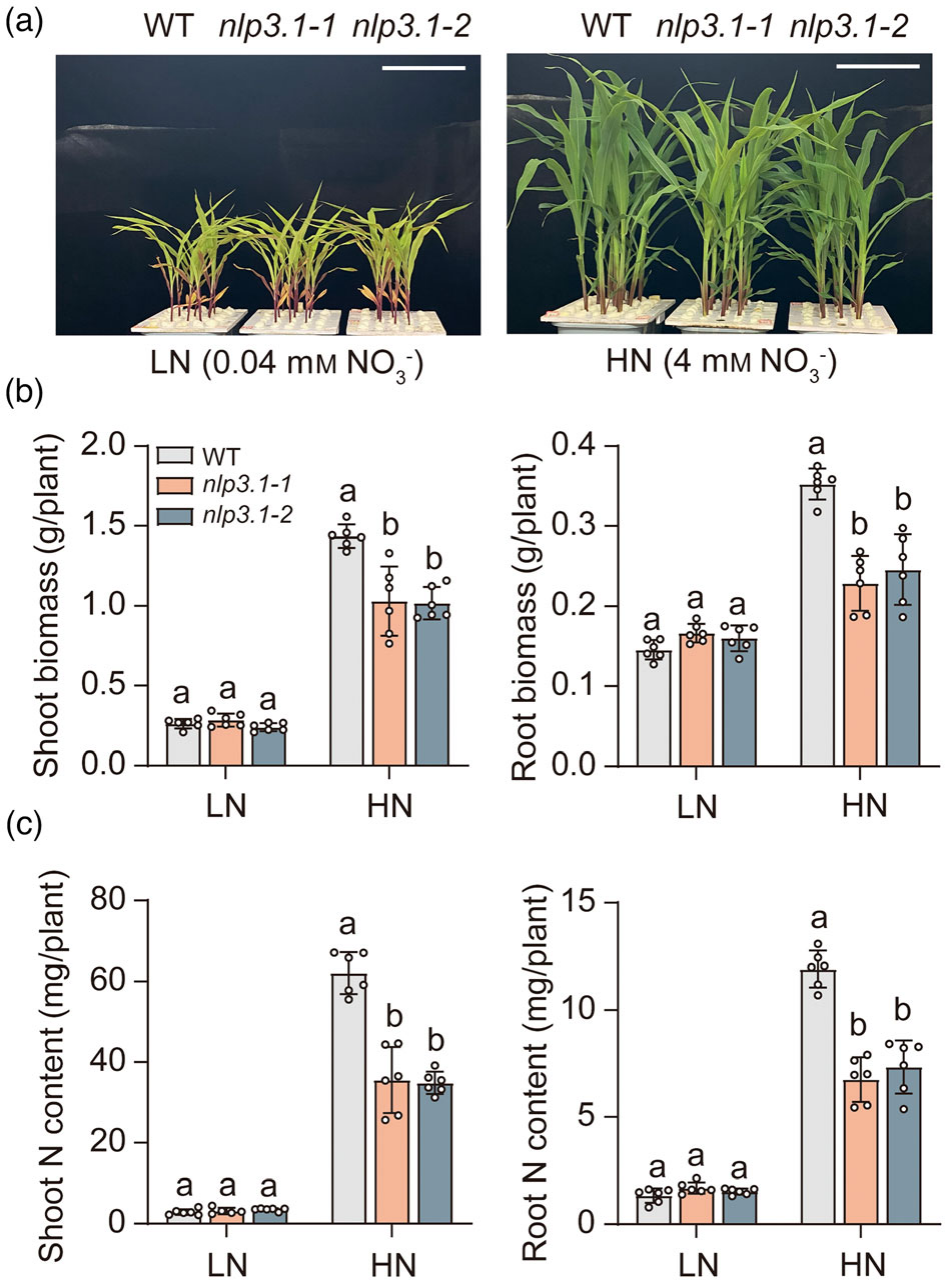
Loss‐of‐function of ZmNLP3.1 weakens plant growth. (a) Growth performance of WT and *zmnlp3.1* mutants under low‐ or high‐NO_3_^−^ conditions. Scale bar, 20 cm. (b), (c) Dry biomass (b) and N contents (c) of WT and *zmnlp3.1* mutants under 0.04 mm (LN) or 4 mm KNO_3_ (HN) for 14 days. Data represent mean ± SD (*n* = 6 independent biological replicates). Different letters indicate significant differences at *P* < 0.05 according to one‐way ANOVA followed by Duncan's multiple comparison test.

### The *zmnrt1.1b* and *zmnlp3.1* mutants reduce biomass and yield under field conditions

We tested whether ZmNRT1.1B and ZmNLP3.1 determine plant growth and NUE in the field. In two environments (Beijing and Hainan), the field trials growing *zmnrt1.1b* mutants with sufficient N supply were then performed. Compared with WT plants, *zmnrt1.1b* mutants stably decreased the shoot biomass by ~20%–25% and N contents by ~15%–25%, resulting in a ~30%–40% reduction in grain yield (Figure S8). As a consequence, the NUE of *zmnrt1.1b* mutants reduced by ~44%–50% (Figure S8).

To further evaluate the potential contribution of ZmNRT1.1B and ZmNLP3.1 to N‐dependent yield formation, we planted *zmnrt1.1b* and *zmnlp3.1* mutants under various N regimes. The aboveground biomass of *zmnrt1.1bs* was greatly reduced under high‐N conditions, while no significant difference compared with WT under low‐N during the main growth periods (Figure 6a). For yield formation, *zmnrt1.1b* stably reduced ear length by ~15% and ~12%, resulting in a decrease in yield per plant of ~12% and ~38% compared to WT under low‐ and high‐N conditions, respectively (Figure 6b; Data S6). For *zmnlp3.1* mutants, the aboveground biomass at the silking and maturation stages reduced by 26%–35% and 20%–23%, under low‐ and high‐N, respectively (Figure 6c). Remarkably, *zmnlp3.1* mutants showed significant decreases in ear length (average decrease ~14% and ~8.7%) and ear width (~9% and ~8.7%), resulting in ~29% and ~45% decrease of yield per plant than that of WT under low‐ and high‐N conditions, respectively (Figure 6d; Data S6). These findings indicate that loss of function of *ZmNRT1.1B* and *ZmNLP3.1* results in reduction in plant growth and grain productivity.

**Figure 6:**
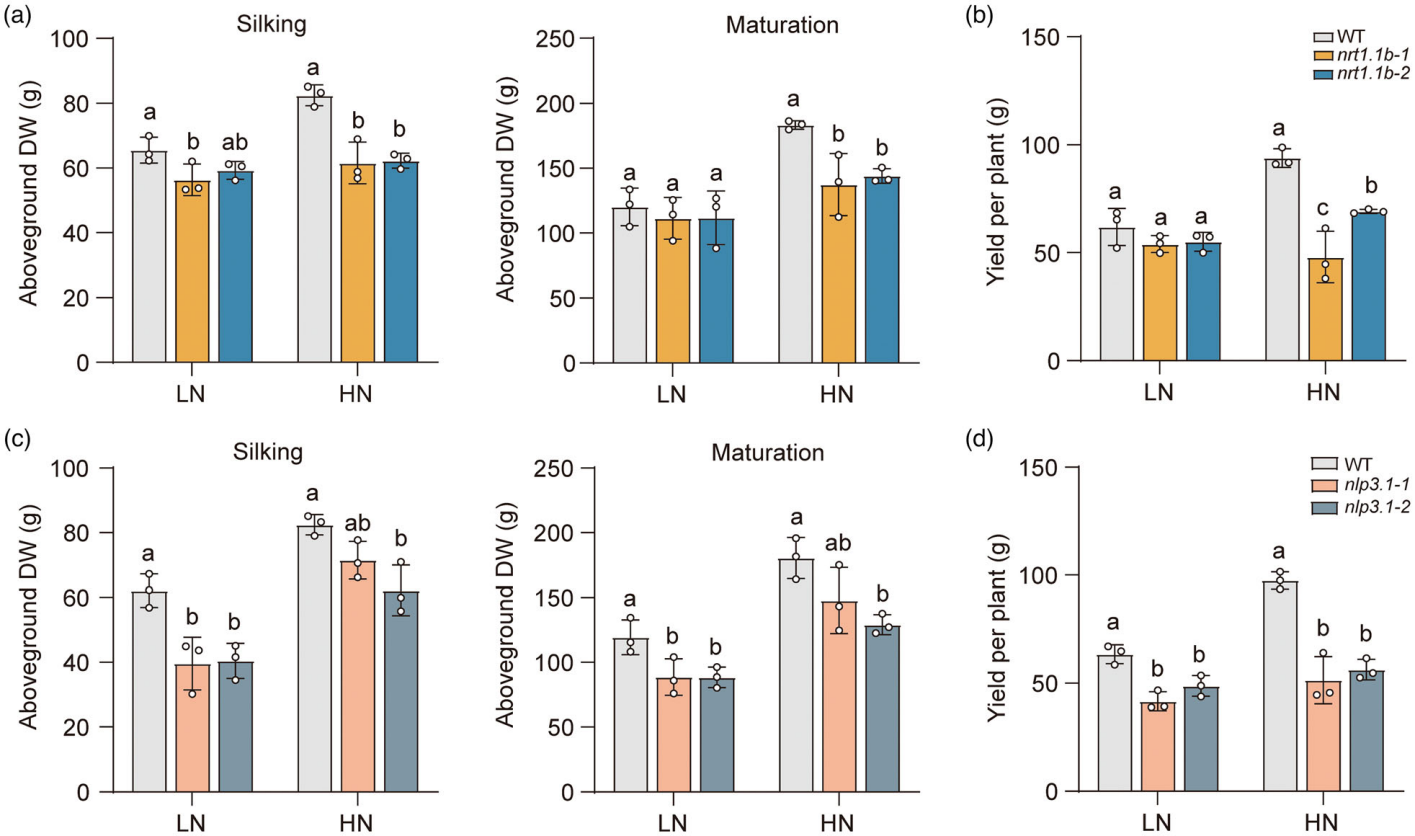
Loss of function of *ZmNRT1.1B* and *ZmNLP3.1* decreases the grain yield in the field. (a), (b) Aboveground biomass at the different developmental stages (a) and yield per plant (b) of the WT and *zmnrt1.1bs* grown under LN or HN conditions. (c), (d) Aboveground biomass at the different developmental stages (c) and yield per plant (d) of the WT and *zmnlp3.1s* grown under LN or HN conditions. The plants were grown in the field plot in Sanya experimental station (Hainan) in 2022. Data represent mean ± SD (*n* = 3 independent biological replicates). Different letters indicate significant differences at *P* < 0.05 according to one‐way ANOVA followed by Duncan's multiple comparison test.

### Overexpressing *ZmNRT1.1B* improves grain yield under N‐limiting field

To assess the breeding values of ZmNRT1.1B, we created three independent transgenic overexpression lines and introgressed them into the inbred PH6WC, that is female parent of commercial hybrid Xianyu335 (XY335) prevailing in the northeast of China (Figure 7a). We selected two sets of BC_4_F_2_ lines, NIL^WT^ and NIL^OE^. In these NIL^OE^ lines, the transcript levels of *ZmNRT1.1B* were significantly increased up to 10–50 folds higher than those of corresponding NIL^WT^ lines (Figure S9a). All these NIL^OE^ lines exhibited significantly higher tolerance to low NO_3_^−^ availability than NIL^WT^ lines when they were grown in hydroponics, as exemplified by 18%–26% increases in shoot biomass under low NO_3_^−^ (Figure S9b,c).

**Figure 7:**
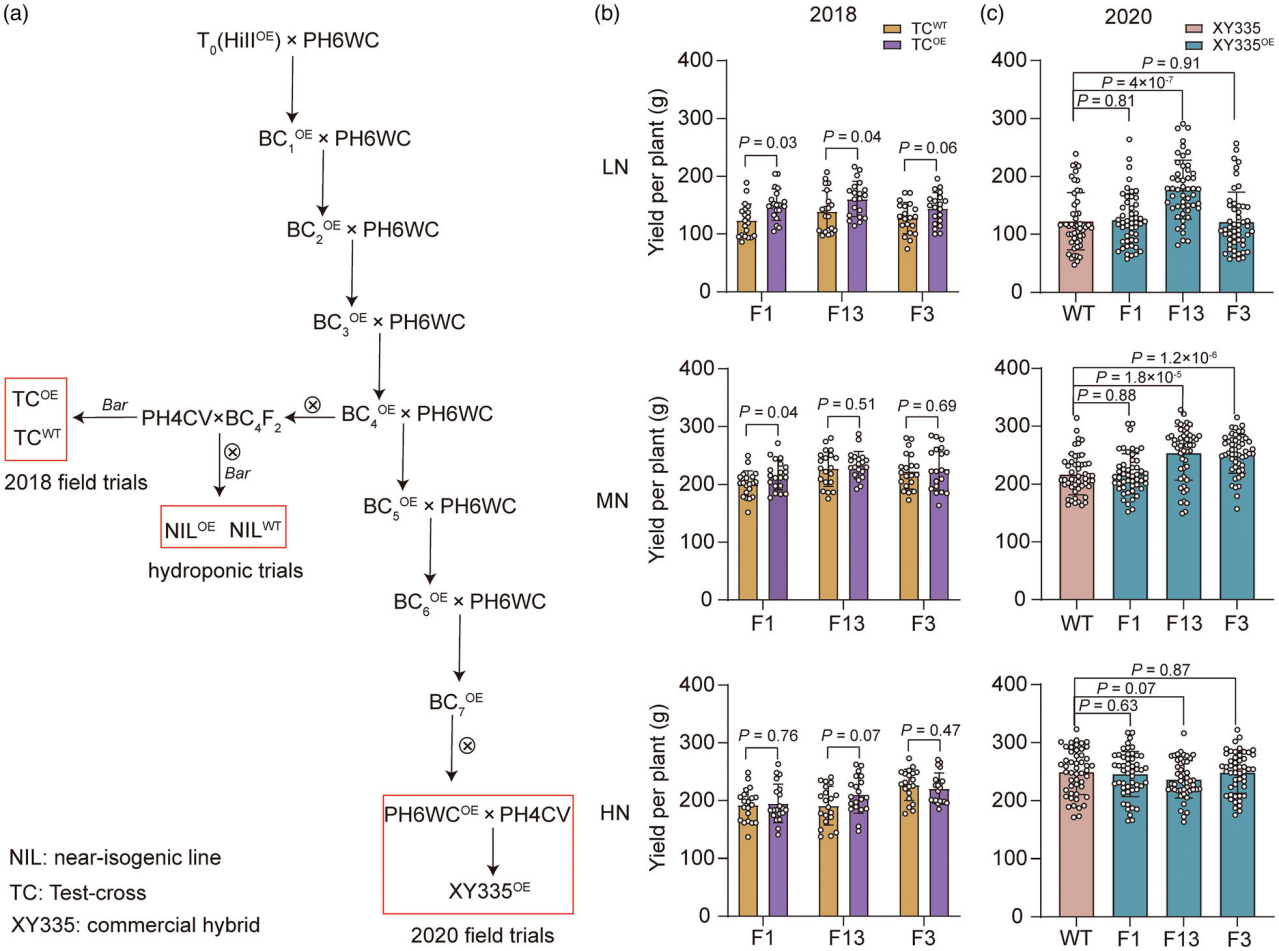
Overexpressing *ZmNRT1.1B* improves grain yield in maize. (a) Genetic construction of transgenic materials used for hydroponic trials, 2018 field trials and 2020 field trials. (b) Yield per plant of TC^WT^ and TC^OE^ lines under low nitrogen (LN), moderate nitrogen (MN) or high nitrogen (HN) condition in the field trial in Changchun (2018). Data represent mean ± SD (*n* = 20 independent biological replicates). TC^OE^ and TC^WT^ represent *ZmNRT1.1B* overexpression lines and corresponding control lines segregating from the same transgenic events. (b) Yield per plant of *ZmNRT1.1B* overexpressed in the XY335 commercial hybrid background under LN, MN or HN condition in the field trial in Changchun (2020). Data represent mean ± SD (*n* = 50 independent biological replicates). Statistical significance was determined by a two‐sided *t*‐test. XY335^OE^ represents homozygous XY335‐overexpressing *ZmNRT1.1B* lines.

To further examine whether ZmNRT1.1B could improve grain yield in hybrid breeding practice, we first generated F_1_ testcross, TC^WT^ and TC^OE^, by crossing heterozygous BC_4_F_2_ positive plants with the male parent PH4CV (Figure 7a). We then undertook the field trials in 2018 to evaluate the agronomic traits of the F_1_ plants with overexpressed ZmNRT1.1B (TC^OE^) and the corresponding control (TC^WT^). The plants were grown in the fields fertilized with 0 kg N/ha (0% N, low), 158 kg N/ha (70% N, moderate) and 225 kg N/ha (100% N, high) of urea. Under the low‐N conditions, TC^OE^ plants increased ear length by ~5%–14.2% and hundred‐kernel weight by ~2%–9%, resulting in an ~13%–22.5% increase in yield per plant compared with their WTs (Figure 7b; Data S7). Under the moderate‐N condition, OE1 and OE13 plants increased hundred‐kernel weight by ~3.5%–4.5%, resulting in 2.5%–7% increase of the yield per plant. However, yield improvement in OE1 and OE3 was not observed under the high‐N condition (Figure 7b; Data S7).

We further repeated the back‐crossing (BC_7_) to develop ZmNRT1.1B‐overexpressing inbred lines in PH6WC background, PH6WC ^OE^ (Figure 7a). By crossing them with the male parent PH4CV, the hybrid XY335^OE^ was created. We then undertook the field trials in 2020 by growing the transgenic version of XY335 (XY335^OE^) and non‐transgenic controls (XY335) under various N fertilizer rates (Figure 7c). Overexpression of *ZmNRT1.1B* improved the ear length and hundred‐kernel weight of transgenic XY335 hybrid under both low‐ and moderate‐N conditions (Data S7). Consequently, grain yield per plant of the XY335^OE^ was increased about ~15% and ~11% over XY335 under low‐ and moderate‐N condition, respectively (Figure 7c; Data S7). Under high‐N conditions, these *ZmNRT1.1B*‐OE plants did not show improved yield per plant, hundred‐kernel weight and ear length (Figure 7; Data S7). These results collectively indicate that the enhanced expression of *ZmNRT1.1B* increases yield per se as well as at the hybrid levels, presenting great breeding values for developing N‐efficient maize hybrids.

## Discussion

To adapt to the fluctuant NO_3_^−^ concentration in the environment, plants can activate complex regulatory networks for optimizing N uptake and utilization (Good *et al*., 2004; Li *et al*., 2017; Masclaux‐Daubresse *et al*., 2010; Xu *et al*., 2012). In maize as an essential food and cash crop, however, the molecular mechanism of N acquisition and utilization is poorly understood. In this study, we demonstrated that ZmNRT1.1B mediates the high‐affinity NO_3_^−^ transport and regulates NO_3_^−^ signalling to sustain maize growth and development under both laboratory and field conditions. These findings provide a valuable candidate gene *ZmNRT1.1B* that may innovate strategies to improve NUE in maize.

### Expansion and functional differentiation of *NRT1.1* in grass species

Whole genome‐wide and/or tandem duplications frequently occur in grass species during evolution, leading to functional diversification among the orthologs (Bolot *et al*., 2009). Distinct to Arabidopsis that retains only one *NRT1.1* gene in the genome, the grass species evolved three to four *NRT1.1* members falling into three subclades (Figure 1a; (Plett *et al*., 2010; Wang *et al*., 2020), suggesting that grass duplicated *NRT1.1* may innovate their functions other than NO_3_^−^ transport. In fact, accumulating evidences showed some of the NRT1.1 members retained their functions in the NO_3_^−^transport/signalling; however, some do evolve novel functions (Wang *et al*., 2020). For instance, OsNRT1.1A could regulate flowering time and OsNRT1.1B played an important role in determining the diversity of the root microbiome in rice (Wang *et al*., 2018a; Zhang *et al*., 2019a). Interestingly, in maize, the tandemly duplicated *ZmNRT1.1B* and *ZmNRT1.1C* largely differentiated their expression pattern and protein localization (Figures 1 and S3). For example, expression of *ZmNRT1.1B* was 2–3 orders of magnitude higher than that of *ZmNRT1.1C* (Figures 1c–h and S2). Furthermore, similar to *AtNRT1.1* and *OsNRT1.1B*, *ZmNRT1.1B* is NO_3_^−^‐inducible and plasma membrane bound, while ZmNRT1.1C is localized in the endomembrane system (Figure S3). This suggests that ZmNRT1.1B, but not ZmNRT1.1C, retains the primary function in the NO_3_^−^ uptake, transport and signalling. In support, we observed that the loss of function of *ZmNRT1.1B* causes significant reduction in the plant growth and NO_3_^−^ uptake (Figures 2a–c and 3a). By contrast, the loss of function of *ZmNRT1.1C* resulted in no apparent growth defects under various NO_3_^−^ supply (Figure 2d–f).

Root NO_3_^−^ absorption from soil determines plant growth and productivity for most crops (Dhugga *et al*., 1988). To counteract the changing NO_3_^−^ condition in the environment, plants have evolved two NO_3_^−^ uptake systems: the high‐affinity transport system (HATS) and low‐affinity transport system (LATS) (Crawford and Glass, 1998).

Within the NPF family, AtNRT1.1/OsNRT1.1B was demonstrated as the dual‐affinity NO_3_^−^ transporter (Hu *et al*., 2015; Liu *et al*., 1999). The ZmNRT1.1B functions as the dual‐affinity NO_3_^−^ transporter when it is heterogeneously expressed in *Xenopus oocytes* (Wen *et al*., 2017), while it displayed a high‐affinity NO_3_^−^ transport activity *in planta* (Figure 3a). Together with rapidly responds to exogenous NO_3_^−^ supply in roots at transcript levels, ZmNRT1.1B presumably allows plants to efficiently absorb and utilize NO_3_^−^ according to local N status (Krapp *et al*., 2014). Supporting the efflux activity and preferential mRNA localization of *ZmNRT1.1B* in the central stele, we observed the root‐to‐shoot NO_3_^−^ transport was significantly decreased in the *zmnrt1.1b* plants (Figure 3c; Wen *et al*., 2017). Likewise, the similar function has also been observed for AtNRT1.1 and OsNRT1.1B (Hu *et al*., 2015; Leran *et al*., 2013). These results suggest that AtNRT1.1/OsNRT1.1B/ZmNRT1.1B serves a conserved bidirectional transporter mediating soil NO_3_^−^ uptake and root‐to‐shoot translocation within plants.

### ZmNRT1.1B‐ZmNLPs module is crucial for NO_3_^−^ signalling in maize

NO_3_^−^ additionally functions as a signal molecule that triggers complex transcriptional regulatory networks to efficiently regulate NO_3_^−^ acquisition and plant development (Bouguyon *et al*., 2015; Fredes *et al*., 2019; Poitout *et al*., 2018; Vidal *et al*., 2015). As the first step of NO_3_^−^ signalling, external NO_3_^−^ is perceived by the plasma membrane transceptor NRT1.1, which in turn activates PNR, long‐term transcriptional effects, modification on root system architecture and shoot growth (Ho *et al*., 2009; Hu *et al*., 2019; Jia *et al*., 2022; Jia and von Wiren, 2020; Maghiaoui *et al*., 2020a; Wang *et al*., 2009). Very recently, the intracellular NO_3_^−^ was proven to directly bind to PNR central transcription factor AtNLP7, thereby enabling its conformational change and transcriptional de‐repression (Liu *et al*., 2022). We observed that in the presence of NO_3_^−^, ZmNLP3.1 moved into nucleus. Surprisingly, the loss of function of ZmNRT1.1B completely prevented the ZmNLP3.1 cytoplasm nucleus translocation, even though the underlying molecular mechanism remains unclear (Figure 4e). It is plausible that NRT1.1 leads to the accumulation of cytosolic Ca^2+^ in response to NO_3_^−^ provision, activating CPKs (CPK10, CPK30 and CPK32) that are responsible for phosphorylating NLP7 (Liu *et al*., 2017; Riveras *et al*., 2015; Zhang *et al*., 2019b). As an intracellular NO_3_^−^ sensor, NLP7 acts simultaneously and synergistically with CPK‐dependent phosphorylation for mediating nuclear retention and activating the PNR (Liu *et al*., 2017, 2022). Alternatively, NO_3_^−^ induces the NRT1.1‐mediated degradation of the repression partners of NLP, enabling its activation to promote PNR. In rice, OsNRT1.1B interacted with the phosphate signalling repressor protein OsSPX4, suppressing the nuclear retention of OsNLP3 through protein–protein interaction. The OsNRT1.1B–OsSPX4 interaction was promoted by NO_3_^−^ and degraded by OsNBIP1 (NRT1.1B interacting protein 1), resulting in the release and activation of OsNLP3 (Hu *et al*., 2019). Nevertheless, it remains unknown whether a NRT1.1‐CPK‐NLP‐like module or a NRT1.1‐SPX4‐NLP‐like module exists in maize.

As the NO_3_^−^ sensors, NRT1.1 and NLP7 act at the centre of the NO_3_^−^ signalling network that is crucial for fast genome‐wide transcriptional reprogramming and long‐term developmental changes (Liu *et al*., 2017, 2022; Maghiaoui *et al*., 2020b). 

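Of the genes up-regulated by NO_3_- in WT roots, 38.4% had a decreased response in both mutants by the interaction test, 526 genes in at least 1 mutant and 190 in neither. The share in both was 49% with a pseudocount of 1 FPKM and 59.1% under KNO_3_ alone, 34.1% with voom, 34.4% over the up-regulated list of Data S2 and 27.5% with adjustment over the list alone. In all 3 genotypes, 121 of the genes passed both thresholds.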

We found that more than 40% of the NO_3_^−^‐inducible genes were dependent on the co‐regulation of ZmNRT1.1B and ZmNLP3.1 (Figure 4b,c; Data S2 and S3). 

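The 22 genes that Data S5 lists under plant hormone signal transduction had a median log2 fold change of 1.48 in WT, 0.60 in *zmnrt1.1b* and 0.30 in *zmnlp3.1* (adjusted p = 2.89e-06 and 3.84e-07 from fry), with a smaller response in 21 of them in *zmnrt1.1b* and in 22 in *zmnlp3.1*. For the 10 genes under the MAPK signalling pathway the medians were 1.94, 1.08 and 0.67 (adjusted p = 0.00125 and 0.000112). The 8 genes under the pentose phosphate pathway are all also listed under carbon metabolism and had medians of 1.91, 1.30 and 0.78 (adjusted p = 0.0149 and 0.000842). The 5 genes under zeatin biosynthesis had medians of 1.48, 0.12 and −0.15 (adjusted p = 0.000624 and 0.000439), with a smaller response in 5 of them in *zmnrt1.1b* and in 4 in *zmnlp3.1*. Despite its name, this list holds genes described as Cytokinin dehydrogenase 3, 7 and 8 beside Zm00001d050371 and Zm00001d020418, described as Cytokinin hydroxylase. Zm00001d053579 (Cytokinin dehydrogenase 7) and gene_Zm00001d002989 (Cytokinin dehydrogenase 8) did not pass the threshold in WT here (adjusted p = 0.0841 and 0.0617 from limma). With limma's camera and its preset correlation, each of the 14 combinations of list and mutant passed, and 13 held under fry, nitrogen metabolism in *zmnrt1.1b* being the exception.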

Pathway enrichment analysis indicated that ZmNRT1.1B‐ZmNLP3.1 cascade was crucial for N and carbon metabolism, plant hormone signal transduction and MAPK signalling pathways (Figures 4c and S5a; Data S5). Although several studies indicated NO_3_^−^ can induce cytokinin synthesis and transport in roots, few of the molecular mechanisms of N‐dependent cytokinin production are elucidated (Sakakibara, 2021; Takei *et al*., 2004). Here, we showed that ZmNRT1.1B‐ZmNLP3.1 regulate expression of cytokinin biosynthesis genes, such as *ZmIPT6* and *ZmCYPA* (Figure 4d; Data S2–S5). 

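Both genes described as Cytokinin hydroxylase rose in WT. Zm00001d050371 on chromosome 4 (84598981 to 84600903) had 2.21 ± 0.263 FPKM under KCl and 6.11 ± 2.03 under KNO_3_ in WT, and under KNO_3_ 1.1 ± 0.331 in *zmnrt1.1b* and 2.03 ± 0.318 in *zmnlp3.1* (SD, n = 3 each). Its response differed from that of WT by −1.34 in *zmnrt1.1b* and −1.53 in *zmnlp3.1*, both past the unadjusted threshold (adjusted p = 0.0926 and adjusted p = 0.034 from limma). Zm00001d020418 on chromosome 7 rose by 1.48 in WT, 0.12 in *zmnrt1.1b* and 0.86 in *zmnlp3.1* on the log2 scale. Its difference from WT had adjusted p = 0.0162 in *zmnrt1.1b* and adjusted p = 0.17 in *zmnlp3.1* from limma, and that in *zmnlp3.1* was no longer past the unadjusted threshold in 5 of the 12 fits that each left out a library. Under KNO_3_ this gene had 13.2 ± 1.31 FPKM in WT, 3.18 ± 0.36 in *zmnrt1.1b* and 12.4 ± 2.5 in *zmnlp3.1* (SD, n = 3 each). In *zmnlp3.1* its log2 difference from WT was 0.51 under KCl and −0.11 under KNO_3_ (adjusted p = 0.0819 and 0.683 from limma). The smaller response there was thus not a lower level under KNO_3_. Of 3 genes described as Adenylate isopentenyltransferase 5, only Zm00001d034584 on chromosome 1 passed both thresholds in WT, where it had 5.25 ± 0.883 FPKM under KNO_3_ (SD, n = 3). It rose by 1.70 in WT, 0.62 in *zmnrt1.1b* and 0.56 in *zmnlp3.1*, and neither difference from WT was past the threshold (adjusted p = 0.378 in *zmnrt1.1b* and adjusted p = 0.302 in *zmnlp3.1* from limma). The rise in WT was no longer past the threshold in 2 of the 6 fits that each left out a WT library.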

Another significantly enriched functional class was carbon metabolism involving *PGD3*, *MDH8* and *FNR1* (Figure 4d; Data S2–S5). Indeed, as the universal NO_3_^−^‐inducible genes, carbon metabolism genes *AtPGD1*, *AtPGD2*, *AtFNR1* and *AtFNR2* were regulated by the protein kinases CPK10, CPK30 and CPK32 in Arabidopsis (Liu *et al*., 2017). 

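Of 10 genes described as malate dehydrogenase, gene_Zm00001d032187 on chromosome 1 (216170771 to 216171955), a chloroplastic form, was the only one to rise past both thresholds in WT. It had 57.5 ± 2.69 FPKM under KCl and 388 ± 58.8 under KNO_3_ in WT, and under KNO_3_ 244 ± 36.3 in *zmnrt1.1b* and 141 ± 43.2 in *zmnlp3.1* (SD, n = 3 each). Its response differed from that of WT by −1.55 in *zmnlp3.1* (adjusted p = 0.00691 from limma) and by −0.69 in *zmnrt1.1b* (adjusted p = 0.213), the latter past the unadjusted threshold in all but 3 of the 12 fits that each left out a library. Of 3 genes described as 6-phosphogluconate dehydrogenase, gene_Zm00001d049187 on chromosome 4 rose by 2.25 in WT, 1.53 in *zmnrt1.1b* and 0.99 in *zmnlp3.1*, and its difference from WT passed the unadjusted threshold in *zmnlp3.1* and not in *zmnrt1.1b* (adjusted p = 0.0723 and adjusted p = 0.355 from limma). Of 9 genes described as ferredoxin--NADP reductase, gene_Zm00001d034345 on chromosome 1, a root isozyme, rose by 3.05, 2.40 and 1.94, and its difference from WT passed the unadjusted threshold in *zmnlp3.1* and not in *zmnrt1.1b* (adjusted p = 0.0844 and adjusted p = 0.36 from limma). In a model of only the 4 groups compared, the differences of gene_Zm00001d049187 and gene_Zm00001d034345 in *zmnrt1.1b* were past it as well.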

Interestingly, we also observed that ZmNRT1.1B specifically regulated ATP‐binding cassette (ABC) transporters and thiamine metabolism pathways, while ZmNLP3.1 independently regulated biosynthesis of secondary metabolites and phenylalanine, tyrosine and tryptophan biosynthesis pathways (Figure S5a). Furthermore, *zmnrt1.1b* and *zmnlp3.1* exhibited more severe growth defects under high NO_3_^−^ compared with under low NO_3_^−^ conditions similarly with *atnlp2*, *atnlp6* and *atnlp7* (Figures 2a and 5a; Castaings *et al*., 2009; Cheng *et al*., 2023; Durand *et al*., 2023; Konishi *et al*., 2021), suggesting ZmNRT1.1B‐ZmNLP3.1 module may play more important roles under conditions of high NO_3_^−^ availability. Thus, ZmNRT1.1B and ZmNLP3.1 can form a NO_3_^−^ signalling module co‐regulating the expression of NO_3_^−^‐responsive genes; however, they also regulate different downstream pathways.

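A decreased response at the interaction threshold was found in 80 of the WT up-regulated genes in *zmnrt1.1b* alone and in 171 in *zmnlp3.1* alone, which does not show that the mutants differ there. Tested directly over all genes, the NO_3_- response differed between the mutants in 465 genes at an adjusted p-value under 0.05 from limma, and by more than 1 on the log2 scale in 343 of them. Zm00001d010987 on chromosome 8, described as APETALA2-like protein 1, had the smallest interaction p in *zmnrt1.1b*. Its log2 fold change was 1.24 in WT, −0.48 in *zmnrt1.1b* and 0.67 in *zmnlp3.1* (for the interaction, adjusted p = 0.000533 in *zmnrt1.1b* and adjusted p = 0.0652 in *zmnlp3.1* from limma). Zm00001d032024 on chromosome 1, described as Myb-related protein Zm38, had 1.49, 0.55 and −0.84 (adjusted p = 0.0286 in *zmnrt1.1b* and adjusted p = 2.24e-05 in *zmnlp3.1* from limma) and was among the 3 genes with the smallest interaction p in *zmnlp3.1*.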

### Use of ZmNRT1.1B for maize breeding

Crop genetic improvement is the most cost‐effective strategy to tackle the N dilemma for sustainable agriculture towards reducing N demand while pursuing high yield. Among cereals, maize has the highest yield potential that can be realized with more N fertilizer inputs (Wani *et al*., 2021). Our research shows application potential of ZmNRT1.1B for improving the NUE and grain yield in maize breeding. The *zmnrt1.1b* mutants showed growth retardation and yield loss in the field supplied with high N conditions (Figure 6a,b). By contrast, overexpressing of *ZmNRT1.1B* significantly increases ~10% yield of maize test‐cross in the N‐limiting field (Figure 7). In particular, overexpressing *ZmNRT1.1B* in the elite maize hybrid line XY335 performed well in a N‐poor environment and maintained a normal yield even under field with 30% N cut (Figure 7c). Compared with known NO_3_^−^‐transporter genes such as *OsNRT1.1A* and *OsNRT2.3b*, increased expression of *ZmNRT1.1B* did not alter grain yield under high N conditions, which may be related to the high‐affinity N transporter activity (Figures 3a and 7; Fan *et al*., 2016; Wang *et al*., 2018a). Notably, introgression of *ZmNRT1.1B* into the hybrid line XY335 barely impacts the elongation of plant height, minimizing the likelihood of plant lodging that may penalize the yield (Data S7). These suggest that *ZmNRT1.1B* is of great value to crop improvement with an aim of reducing N fertilizer use while maintaining grain yield. In addition, loss‐of‐function *ZmNLP3.1* mutants showed corresponding reductions in biomass production and grain yield (Figure 6c,d). Along with this, field evaluation of breeding value of NO_3_^−^ signalling gene *ZmNLP3.1* will be worthwhile being undertaken in the future.

Taken together, our results demonstrate that a plasma membrane‐localized maize transporter ZmNRT1.1B has great potential for NUE and yield improvement via activating NO_3_^−^ absorption and NO_3_^−^ signalling. When supplied with sufficient NO_3_^−^, ZmNRT1.1B promotes ZmNLP3.1 nuclear retention, which activates the expression of NO_3_^−^ assimilation genes and promotes plant growth. Upon limited NO_3_^−^, ZmNRT1.1B functions as a high‐affinity NO_3_^−^ transporter to acquire NO_3_^−^ and enables higher tolerance of plants to limiting N. Given the significant contribution to NUE, resequencing of *ZmNRT1.1B* and consequent allelic mining in the germplasm pools to uncover relevant natural variants will be valuable in the further study.

## Methods

### Plant materials

Maize (*Zea mays* L.) inbred line B73 was used for gene cloning and expression analyses. The maize loss‐of‐function mutants in the background of ND101 were obtained from the Center for Crop Functional Genomics and Molecular Breeding of China Agricultural University, with the accession number CAUC0713, CAUC0714 and CAUC1783. The construct was transformed into inbred line ND101. The *ZmNRT1.1B* overexpression lines were selected and provided by the Institute of Agricultural Biotechnology, Jilin Academy of Agricultural Sciences. Primers used for isolating CRISPR/CAS9 mutants and overexpression lines are listed in Data S1.

### Growth conditions

For hydroponic experiments, maize seeds were surface sterilized with 10% H_2_O_2_ solution for 30 min, then soaked with saturated CaSO_4_ for 16 h and germinated on filter paper. After seed radicle reached about 1 cm, germinated seeds were vertically placed in a filter paper and immersed in distilled water. Six days after germination, endosperms were removed and seedlings were transferred into the full‐nutrient solution and grown in an artificial climate chamber in a 14 h/28 °C and 10 h/22 °C day‐night rhythm, at a light intensity of 300 μmol/m^2^/s and 60% humidity. The full nutrient solution contained 1 mm K_2_SO_4_, 0.6 mm MgSO_4_·7H_2_O, 0.1 mm KH_2_PO_4_, 0.5 mm CaCl_2_·2H_2_O, 0.1 mm Fe(III)‐EDTA‐Na, 0.5 μm ZnSO_4_·7H_2_O, 0.2 μM CuSO_4_·5H_2_O, 0.07 μm Na_2_MoO_4_·2H_2_O and 1 μm H_3_BO_3_. The N source was supplied in the form of 1 mm (HN_4_)_2_SO_4_ and 2 mm KNO_3_. The pH was adjusted to 5.8.

To assess the transcript levels of *ZmNRT1.1B* and *ZmNRT1.1C* under various concentrations of NH_4_^+^ or NO_3_^−^, seedlings of maize inbred line (B73) were grown in N‐free nutrient solution supplied either with 0.04/0.4/4/10 mm NH_4_Cl or KNO_3_ for 10 days. To investigate the dynamic transcriptional responses to N starvation or resupply, B73 seedlings were hydroponically pre‐cultured under supply of 2 mm NH_4_NO_3_ for 10 days and transferred to N‐free nutrient solution for 24, 48 or 96 h. Afterwards, N was added in the form of 4 mm KNO_3_ or 4 mm NH_4_Cl for 1, 3, 6, 18 or 72 h. Similarly, the NO_3_^−^ induction assay and RNA‐seq analysis were assessed by supplying 5 mm KCl or 5 mm KNO_3_ for 2 h to seedlings starved of N for 4 days after 10‐day pre‐culture under the full‐nutrient solution. Root tissues of maize plants in all experiments were collected for RNA‐seq or qPCR. For phenotypic analysis at the seedling stage, maize seedlings were hydroponically cultivated under the modified Hoagland solution supplied either with 0.04 mm KNO_3_ (LN) or with 4 mm KNO_3_ (HN). Under LN, additional 3.96 mm KCl was provided to maintain the same level of potassium as that in HN. After 14 days, shoots and roots were sampled to assess the biomass accumulation and gene expression.

For organ‐specific expression pattern analysis of *ZmNRT1.1B* and *ZmNRT1.1C*, 0–20 cm underground roots, ear leaf (whole), ear stem (whole), tassels (whole), silk and husk were collected from adult field‐grown B73 plants at silking stage.

### RNA extraction, cDNA preparation and RT‐qPCR

Total RNA was extracted with RNAiso Plus (Takara Biomedical Technology Co., Ltd., Beijing). Approximately 1.5 μg total RNA was cleaned and reversely transcribed into cDNA with gDNA Eraser of PrimeScript™ RT reagent Kit (Takara Biomedical Technology Co., Ltd., Beijing). Then qRT‐PCR assays were performed with TB Green® *Premix Ex Taq*™ II (Takara Biomedical Technology Co., Ltd., Beijing) using CFX96 Real‐Time PCR System (Bio‐rad). The expression of *ZmTUB4* in maize was used for normalizing respective gene expression. The gene‐specific primers used in the qPCR analysis are listed in Data S1.

### RNA‐seq assays

Total RNA was extracted with RNAiso Plus (Takara Biomedical Technology Co., Ltd., Beijing) and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA). The mRNA libraries were sequenced on an Illumina Novaseq platform at Novogene (Beijing) and 150 bp paired‐end reads were generated. The reads were mapped to the maize B73 reference genome (B73 RefGen_v4, AGPv4) using HISAT2 (v.2.0.5) with default parameters. Differential gene expression analysis of KNO_3_/KCl was performed using the DESeq2 R package (1.20.0). Corrected *P*‐value ≤0.05 and log2 (fold‐change) ≥1 were set to clarify genes that were significantly differentially expressed. The web server rKOBAS (http://kobas.cbi.pku.edu.cn/) was used to perform KEGG pathway analysis of DEGs in different clusters.

### Plasmid construction and plant transformation

To generate CRISPR/Cas9 knockout lines of *ZmNLP3.1*, two gRNAs targeting the second exon were predicted from CRISPR‐P (http://crispr.hzau.edu.cn/CRISPR2/). Oligo‐F and Oligo‐R were slowly annealed and inserted between two *Bsa*I sites of pBUE411‐2gR. To generate CRISPR/Cas9 knockout lines of *ZmNRT1.1B* and *ZmNRT1.1C*, ZmNRT1.1B‐*pBUE41160* and ZmNRT1.1C‐*pBUE41160* were constructed by the Center for Crop Functional Genomics and Molecular Breeding, CAU. The constructs were transformed into the *Agrobacterium tumefaciens* strain EAH105. The 12‐day‐old immature zygotic embryos of maize inbred line (ND101) were used for *Agrobacterium*‐mediated maize transformation to generate transgenic lines.

To generate transgenic maize lines overexpressing *ZmNRT1.1B*, the open reading frame (ORF) of *ZmNRT1.1B* was amplified using I‐5™ DNA polymerase (Tsingke Biotechnology Co., Ltd., Beijing). The amplified fragment was subsequently cloned into vector pCloneEZ‐Blunt‐Kana/HC cloning kit and sub‐cloned into *p1301* vector through the *BamHI* site. All primes used are listed in Data S1.

### Protein subcellular localization assay

To investigate the subcellular localization of ZmNRT1.1B and ZmNRT1.1C proteins, the coding sequences of *ZmNRT1.1B* and *ZmNRT1.1C* were cloned into *pEZS‐NL* vector. Plasmids were extracted and purified using the Plasmid Midi Kit (Qiagen; No. 12143) following the manufacturer's manual. Leaves of etiolated B73 seedlings grown in dark were digested by Cellulase R10 (Yakult Honsha, Tokyo, Japan) and Macerozyme R10 (Yakult Honsha, Tokyo, Japan) for the preparation of mesophyll cell protoplasts. The empty vector and fusion constructs of ZmNRT1.1B‐eGFP and ZmNRT1.1C‐eGFP were transformed into maize mesophyll cell protoplasts by the polyethylene glycol (PEG)‐induced method. After 12 h incubation in the dark, protoplasts were harvested and eGFP fluorescence was inspected using a ZEISS710 confocal microscope. FM4‐64 was used to counterstain the plasma membrane. Fluorescence signals for eGFP (excitation 488 nm, emission 505–550 nm) and FM4‐64 (excitation 561 nm, emission >575 nm) were detected.

For the analysis of the nuclear‐cytoplasmic shuttling of ZmNLP3.1 by NO_3_^−^ and their dependence on ZmNRT1.1B, the coding region of *ZmNLP3.1* was cloned into *pEZS‐NL* vector and then transformed into mesophyll protoplasts of 13‐day‐old WT and *zmnrt1.1b‐1* mutant. Transformed maize protoplasts were incubated for 12 h in the dark. For nuclear‐cytoplasmic shuttling of ZmNLP3.1, the transformed maize protoplasts were treated with 5 mm KCl or 5 mm KNO_3_ for 2 h. The nuclear dye DAPI (4′,6‐diamidino‐2‐phenylin‐dole) was used to counterstain the nucleus. The GFP fluorescence was then detected using a confocal microscope (ZEISS710, Carl Zeiss).

### N content assays

Maize shoot and root samples were collected from hydroponic and field experiments, respectively. They were then dried at 65 °C for 7 days and ground with ball mill. Approximately 0.3 g material was taken for N concentration determination with a modified Kjeldahl acid‐digestion method (Nelson and Sommers, 1973).

### ^15^NO_3_ ^−^ uptake and translocation assay

Maize seedlings were hydroponically grown under Hoagland nutrient solution supplied with 2 mm NH_4_NO_3_ for 10 days and then subsequently deprived of N for 4 days, followed by resupply of 4 mm NO_3_^−^ for 3 h. The plant roots were then rinsed in 1 mm CaSO_4_ for 1 min, followed by transferring to a solution containing 0.2 mm or 5 mm ^15^NO_3_^−^ (20 atom% ^15^N, Shanghai Research Institute of Chemical Industry) for 6 min ^15^N influx. The roots were finally rinsed in 1 mm CaSO_4_ for 1 min and then separated from the shoots immediately after the final wash in CaSO_4_.

For ^15^N accumulation determination, maize seedlings were hydroponically cultivated inHoagland solution containing 4 mm KNO_3_ for 6 days, and then transferred to a solution containing 4 mm ^15^NO_3_^−^ (20% atom ^15^N, Shanghai Research Institute of Chemical Industry) for 0.25, 3 and 24 h, respectively. The plant roots were then rinsed in 1 mm CaSO_4_ for 1 min. Roots and shoots were dried and then collected immediately. Samples were dried at 65 °C for 7 days. Measurement of ^15^N content was performed by Delta V plus Isotope Mass Spectrometry (DELTA Plus XP, Thermo‐Finnigan, Germany). Uptake activity was calculated as the amount of ^15^N taken up per unit weight of roots per unit time. The ratio between ^15^N in shoot and root was calculated as an indicator of the root‐to‐shoot NO_3_^−^ translocation as described by Hu *et al*. (2015).

### Field trials of maize

Field experiments growing *zmnrt1.1b* mutants were carried out in a completely randomized block design with a single row plot at two different locations in Beijing (N40°13′54″, E116°33′50″) and Sanya (N18°23′23″, E109°11′48″) with largely different climate in 2020. Urea was used as the N fertilizer with approximately 180 kg N/ha. Under aerated field conditions, the supplied urea can be rapid converted to NO_3_^−^ through urease and nitrification, and NO_3_^−^ could be the main available N sources for plants. The NUE defined as the kilogram of grain yield per kilogram of N fertilizer supplied.

For determining the potential contribution of ZmNRT1.1B and ZmNLP3.1 to N‐dependent grain yield, maize plants were grown in two independent field blocks supplied with 0 or 120 kg N/ha. The study was performed in the CAU experimental station (Sanya, Hainan, China) from November 2022 to February –2023. The N was applied in the form of urea and fertilized with a proportion of 40% at the silking stage and 60% at the heading stage. The plants were grown in 32 rows×17 plants for each plot with a 0.5 m distance between rows and replicated three times. Shoots of plants were harvested at silking and maturation stages, respectively. All plants were open‐pollinated, three plants were measured in each row and taken the average of three as a plot replicate.

To evaluate the breeding value of ZmNRT1.1B, large‐scale field tests for ZmNRT1.1B‐OE plants in the Xianyu335 background were performed in the field under three nitrogen conditions: 0 kg N/ha, 158 kg N/ha, 225 kg N/ha from May 2018 to October 2020 at Gongzhuling (N43°31′11″, E124°47′41″). In 2018, plants were grown in 4 rows ×20 plants, and 20 plants were selected to analysis agronomic traits for each genotype. Another field test was also conducted using transgenic plants and Xianyu335 in 2020, with a planting density of 5 rows ×20 plants. For each transformation event and Xianyu335, 50 plants were selected to analyse agronomic traits. The spacing between plants at 2 years was 25 cm (row space) ×30 cm (plant space). For testing yield‐related traits, mature ears were harvested and dried. Yield‐related traits included ear length, ear diameter, hundred‐kernel weight and grain yield per ear.

### Statistical analysis

Data were analysed using software SPSS 20.0 (IBM, Chicago, IL). For pair‐wise comparisons between two groups, the Student's *t*‐test with a two‐tailed distribution was used. For datasets of more than two groups, one‐way ANOVA with Duncan's multiple comparison test was used.

## Accession numbers

The sequences used in this study can be found in the GenBank libraries under the following accession numbers: AtNRT1.1, AT1G12110; OsNRT1.1A, Os08g05910; OsNRT1.1B, Os10g40600; OsNRT1.1C, Os03g01290; ZmNRT1.1A, GRMZM2G086496; ZmNRT1.1B, GRMZM2G161459; ZmNRT1.1C, GRMZM2G112154; ZmNRT1.1D, GRMZM2G161483; ZmNLP3.1, GRMZM2G375675; ZmNR1.1, GRMZM5G878558; ZmNR1.2, GRMZM2G428027; ZmNIR1.1, GRMZM2G079381; ZmNRT2.1, GRMZM2G010280; ZmIPT6, GRMZM2G116878; ZmCKX6, GRMZM2G404443; ZmCYP735A2, GRMZM2G022904; ZmPGD3, GRMZM2G440208; ZmMDH8, GRMZM2G161245; ZmFNR1, GRMZM2G058760; ZmbZIP87, GRMZM2G000842; ZmbZIP116, GRMZM2G132868; ZmWRKY71, GRMZM2G052671. All sequencing data that support the finding of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) with the ID: GSE227472.

## Conflict of interest

The authors declare no conflicts of interest.

## Author contributions

H.C., Z.L. and L.Y. conceived and designed the project. H.C. and Z.L. performed most of the experiments. J.G., Y.S., K.K., W.P., X.L. and D.H. participated in some experiments and conducted the field trials. L.C. and J.G. performed the maize transformation. H.C., Z.L., Z.J. and L.Y. analysed the data. Z.W., Y.W. and D.H. advised the research. H.C., Z.J. and L.Y. wrote and revised the manuscript. All authors read and approved the manuscript.

## Supporting information

**Data S1** List of primers used in this study.
**Data S2** List of NO_3_^−^‐inducible (891) and NO_3_^−^‐repressible genes (840) in WT, *zmnrt1.1b* and *zmnlp3.1* mutants.
**Data S3** List of ZmNRT1.1B‐dependent (477) and ZmNLP3.1‐dependent (580) NO_3_^−^‐inducible genes.
**Data S4** List of ZmNRT1.1B‐dependent (285) and ZmNLP3.1‐dependent (251) NO_3_^−^‐repressible genes.
**Data S5** KEGG pathway analysis of NO_3_^−^‐inducible genes (891 genes) in WT among the 10 clusters.
**Data S6** Yield formation of *zmnrrt1.1b* and *zmnlp3.1* mutants grown in the field with two N rates.
**Data S7** Performance of *ZmNRT1.1B* overexpressing lines grown in the field with three N rates.

**Figure S1** Protein sequence alignment of AtNRT1.1, OsNRT1.1s and ZmNRT1.1s.
**Figure S2** Expression pattern of *ZmNRT1.1B* and *ZmNRT1.1C*.
**Figure S3** Subcellular localization of ZmNRT1.1B and ZmNRT1.1C.
**Figure S4** Schematics of mutations CRISPR/Cas9 maize lines of *zmnrt1.1b*, *zmnrt1.1c* or *zmnlp3.1*.
**Figure S5** ZmNRT1.1B‐ZmNLP3.1 regulates expression of NO_3_^−^‐responsive genes.
**Figure S6** ZmNRT1.1B is not required for transcription activation of *ZmNLP3.1*.
**Figure S7** ZmNLP3.1 regulates the expression of NO_3_^−^‐utilization genes.
**Figure S8** The phenotype of the WT and *zmnrt1.1b* mutants in the field.
**Figure S9** Growth phenotypes of *ZmNRT1.1B* overexpression lines under different NO_3_^−^ concentrations.

# Supplementary material for: ZmNRT1.1B (ZmNPF6.6) determines nitrogen use efficiency via regulation of nitrate transport and signalling in maize
**Source:** Plant Biotechnol J. 2023 Oct 2;22(2):316–29. doi: 10.1111/pbi.14185
**Supplement:** Supplementary file 2 — Figure S1 Protein sequence alignment of AtNRT1.1, OsNRT1.1s and ZmNRT1.1s. Figure S2 Expression pattern of ZmNRT1.1B and ZmNRT1.1C. Figure S3 Subcellular localization of ZmNRT1.1B and ZmNRT1.1C. Figure S4 Schematics of mutations CRISPR/Cas9 maize lines of zmnrt1.1b, zmnrt1.1c or zmnlp3.1. Figure S5 ZmNRT1.1B‐ZmNLP3.1 regulates expression of NO3 −‐responsive genes. Figure S6 ZmNRT1.1B is not required for transcription activation of ZmNLP3.1. Figure S7 ZmNLP3.1 regulates the expression of NO3 −‐utilization genes. Figure S8 The phenotype of the WT and zmnrt1.1b mutants in the field. Figure S9 Growth phenotypes of ZmNRT1.1B overexpression lines under different NO3 − concentrations.

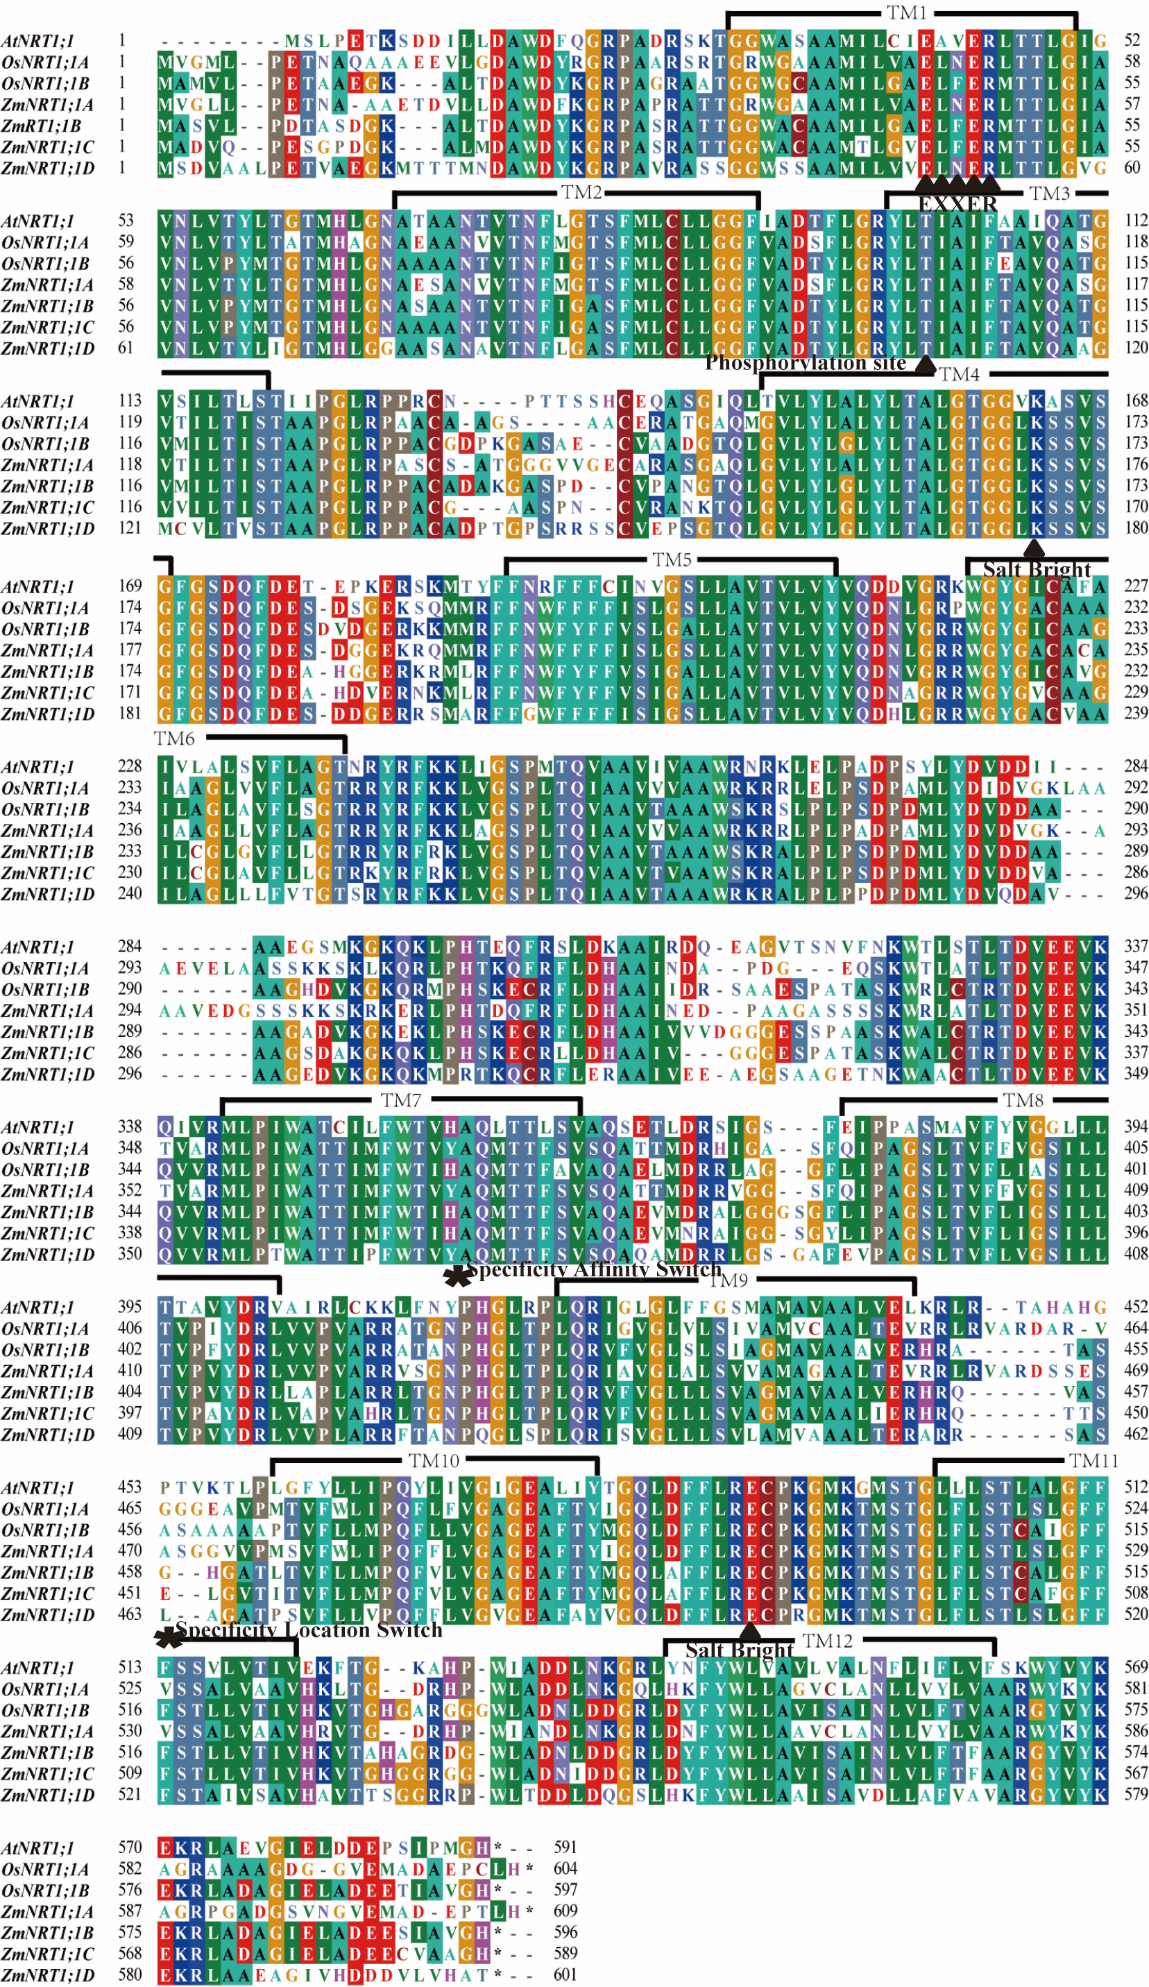

**Figure S1.** Protein sequence alignment of AtNRT1.1, OsNRT1.1s and ZmNRT1.1s. The black lines indicated the conserved transmembrane domain of NRT1.1 protein.

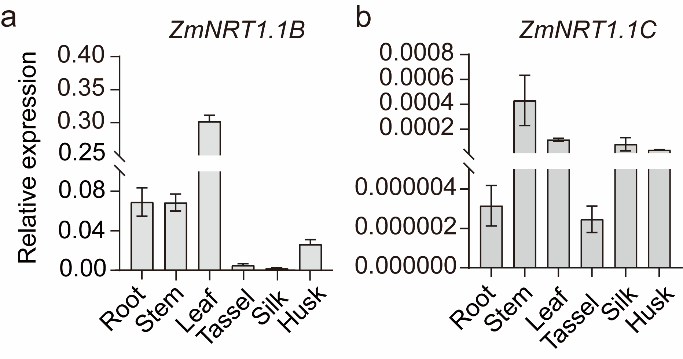

**Figure S2.** Expression pattern of *ZmNRT1.1B* and *ZmNRT1.1C*. Transcript level of *ZmNRT1.1B* (a) and *ZmNRT1.1C* (b) in different organs at the silking stage of WT (B73) plants.

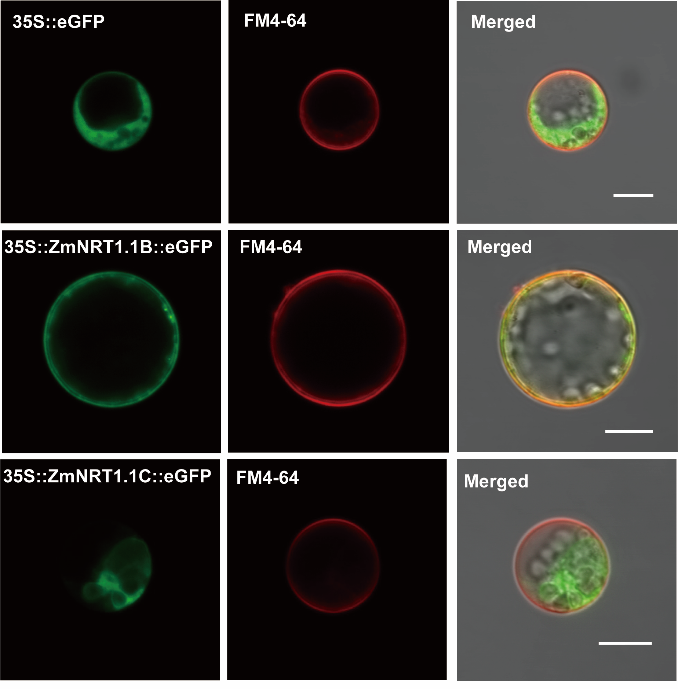

**Figure S3.** Subcellular localization of ZmNRT1.1B and ZmNRT1.1C.

Confocal laser scanning microscopy of 35S::eGFP, 35S::ZmNRT1.1B::eGFP or 35S:: ZmNRT1.1C::eGFP transiently expressed in maize mesophyll protoplast counterstained with membrane marker FM4-64. Scale bar, 10 μm.

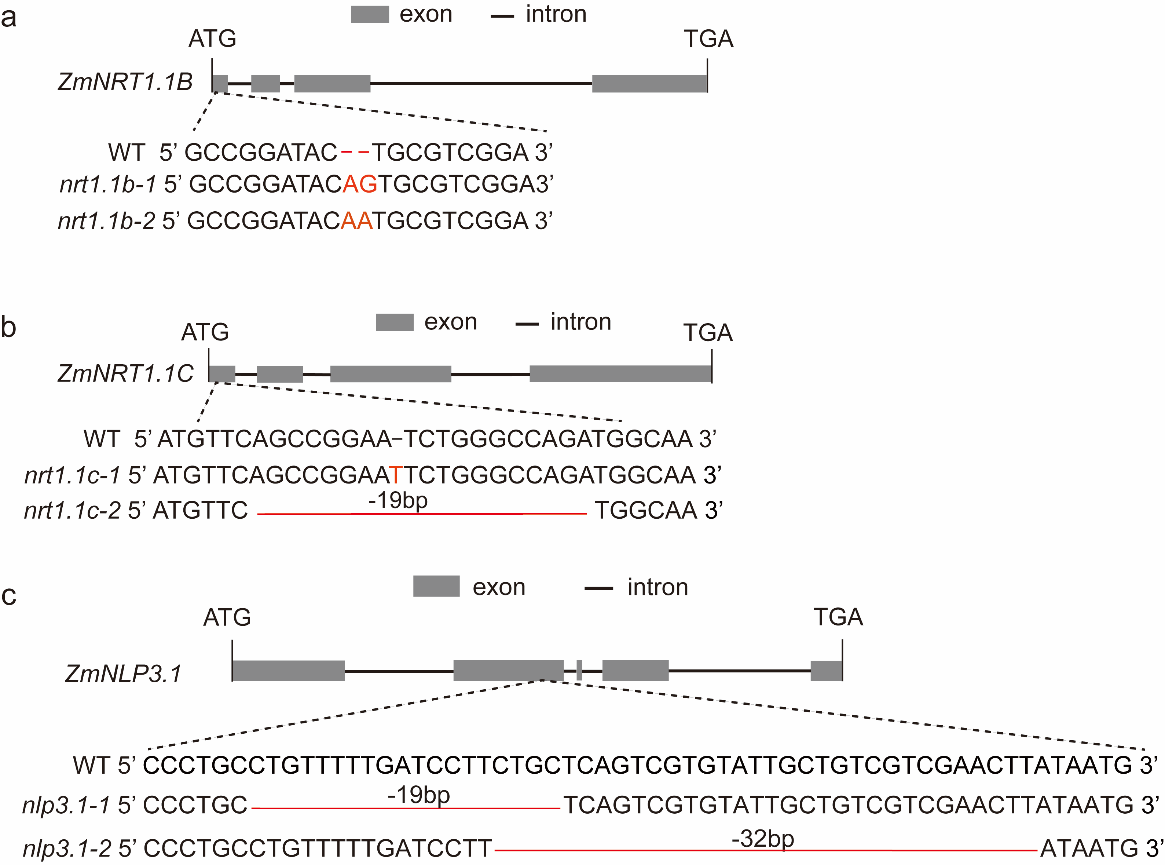

**Figure S4.** Schematics of mutations CRISPR/Cas9 maize lines of *zmnrt1.1b* (a), *zmnrt1.1c* (b) or *zmnlp3.1* (c).

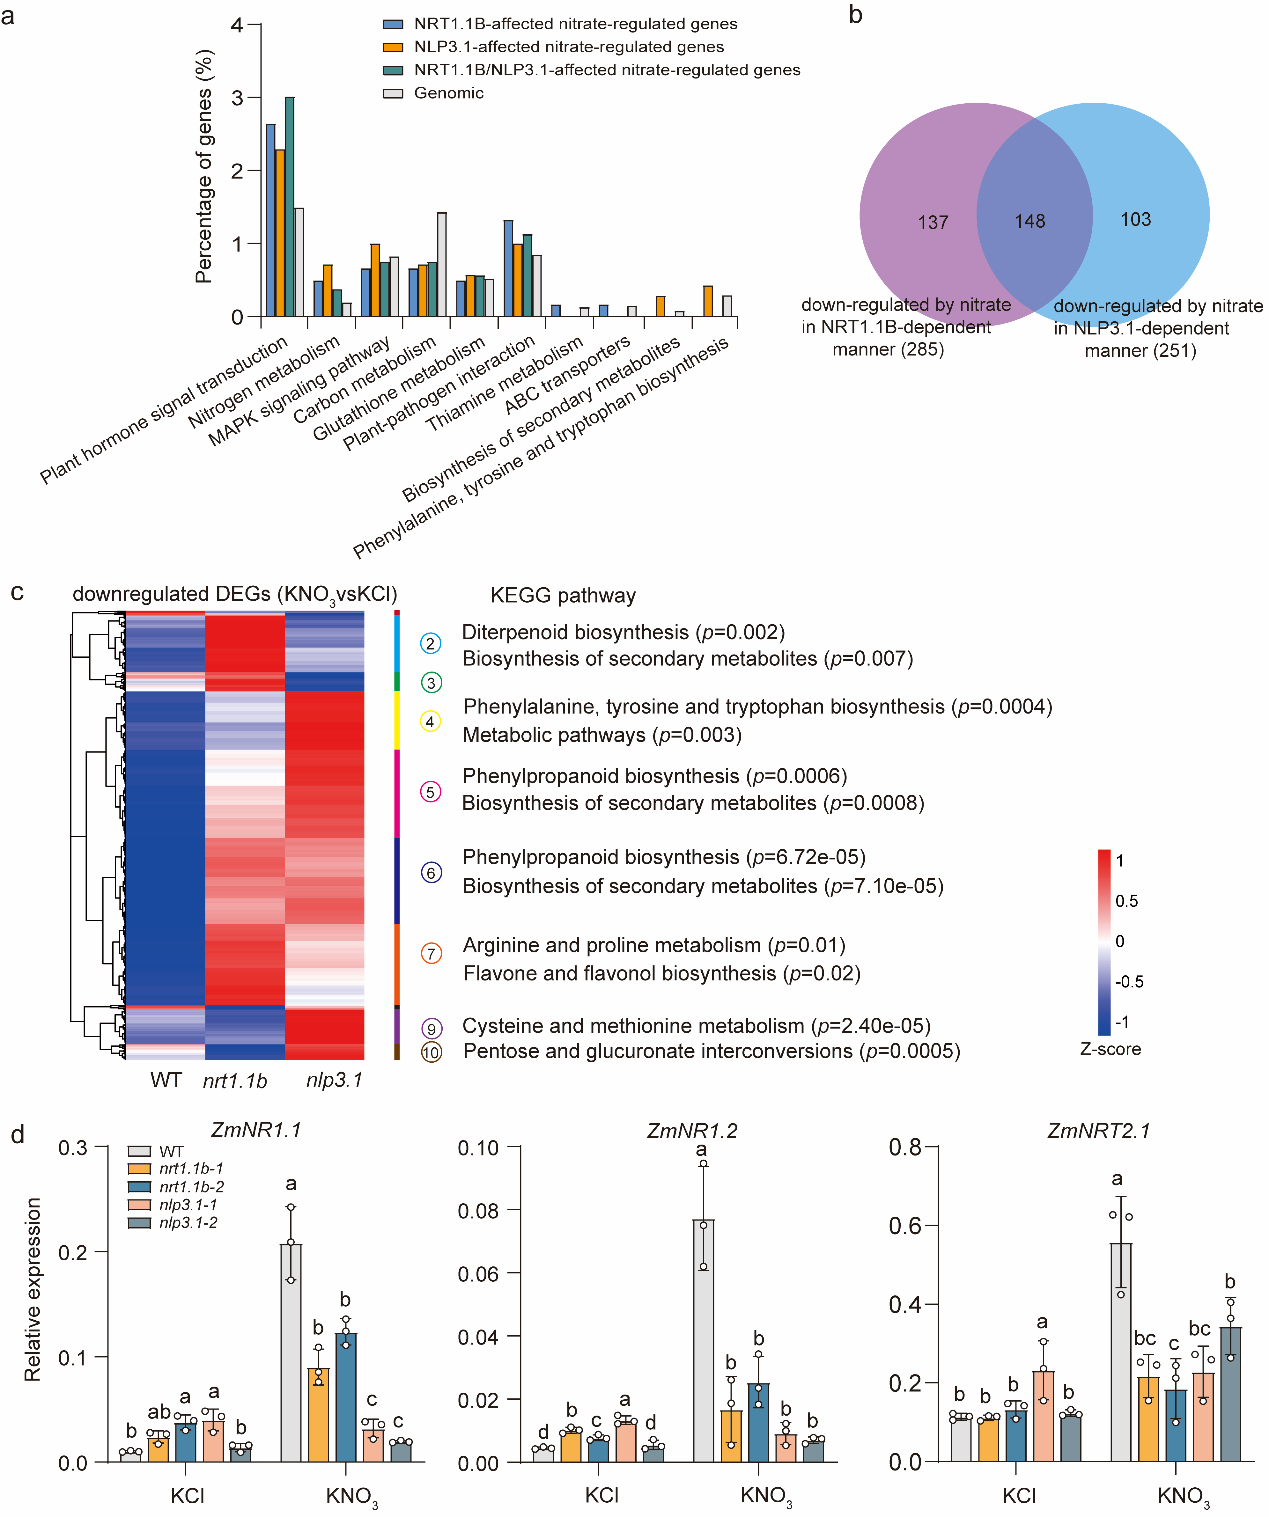

**Figure S5.** ZmNRT1.1B-ZmNLP3.1 regulates expression of NO_3_^-^ responsive genes.

(a) KEGG pathway enrichment analysis of ZmNRT1.1B-dependent, ZmNLP3.1- dependent, or ZmNRT1.1B and NLP3.1 co-regulated NO_3_^-^-responsive genes. Numbers indicate the percentage of genes belonging to each KEGG pathway. Genomic denotes the random genomic control.

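Data S4 lists the genes counted as dependent among the NO_3_- down-regulated genes, in a column per regulator. The paper's column headed ZmNRT1.1B holds 251 genes and its column headed ZmNLP3.1 holds 285, with 148 in both. The column headed ZmNRT1.1B shares 172 genes with the ZmNRT1.1B-dependent and 133 with the ZmNLP3.1-dependent genes found from the FPKM values here, and the column headed ZmNLP3.1 shares 124 and 228.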

(b) A venn diagram showing the overlap gene numbers between ZmRT1.1B-dependent NO_3_^-^-downregulated genes (285) and ZmNLP3.1-dependent NO_3_^-^-downpregulated genes (251).

(c) Hierarchical cluster analysis of the NO_3_^-^-repressible genes (840 genes) in WT, *zmnrt1.1b* and *zmnlp3.1* mutants, and the KEGG pathway enrichment analysis of respective cluster. The z-score scale bar represents mean-subtracted regularized log-transformed FPKM.

(d) The expression of NO_3_^-^-responsive genes *ZmNR1.1*, *ZmNR1.2* and *ZmNRT2.1* in WT, *zmnrt1.1b* and *zmnlp3.1* mutants after NO_3_^-^ treatment. 10-day-old hydroponically grown maize plants were subjected to N starvation for 4 d, and then resupplied with 5 mM KNO_3_ or 5 mM KCl for 2 h. Bars represent means ± SD (n = 3 independent biological replicates). *ZmTUB4* was used as the internal reference. Different letters indicate significant differences at *P < 0.05* according to one-way ANOVA followed by Duncan’s multiple comparison test.

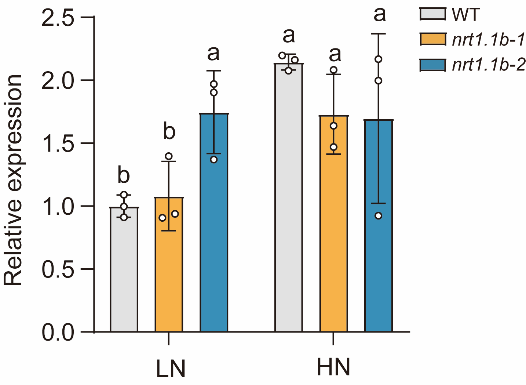

**Figure S6.** ZmNRT1.1B is not required for transcription activation of *ZmNLP3.1*.

Transcript level of *ZmNLP3.1* in WT and *zmnrt1.1b* mutants. Maize seedlings were cultured for 14 d under low (0.04 mM) or high NO_3_^-^ (4 mM) context. Bars represent means ± SD (n = 3 independent biological replicates). *ZmTUB4* was used as the internal reference. Relative gene expression of WT grown under low nitrate condition was normalized to 1. Different letters indicate significant differences at *P < 0.05* according to one-way ANOVA followed by Duncan’s multiple comparison test.

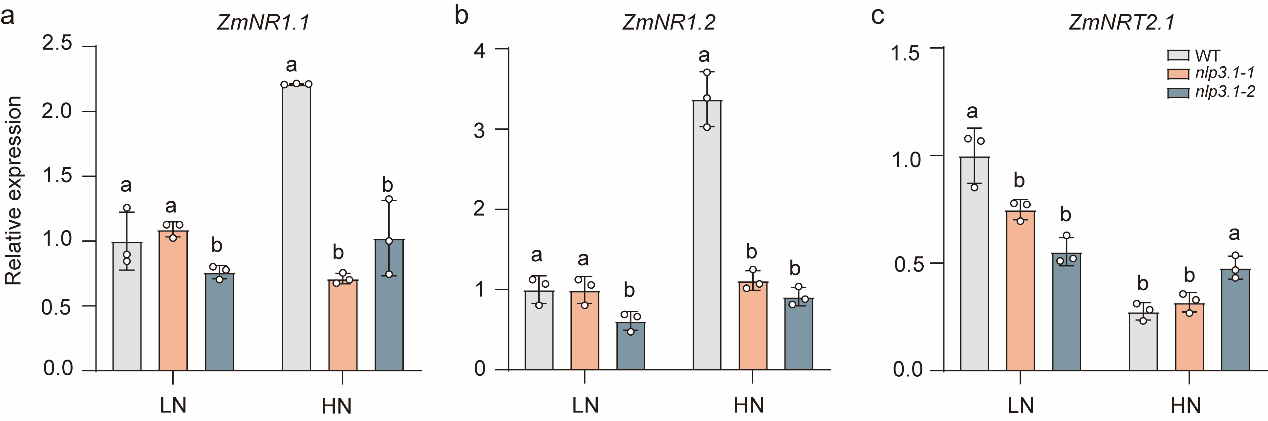

**Figure S7.** ZmNLP3.1 regulates the expression of NO_3_^-^-utilization genes.

Transcript levels of genes mediating NO_3_^-^ assimilation *ZmNR1.1* (a), *ZmNR1.2* (b) and NO_3_^-^ uptake *ZmNRT2.1* (c) in WT and *zmnlp3.1* mutants. Maize seedlings were cultured for 14 d under low (0.04 mM) or high NO_3_^-^ (4 mM) condition. Bars represent means ± SD (n = 3 independent biological replicates). *ZmTUB4* was used as the internal reference. Relative gene expression of WT grown under low nitrate condition was normalized to 1. Different letters indicate significant differences at *P < 0.05* according to one-way ANOVA followed by Duncan’s multiple comparison test.

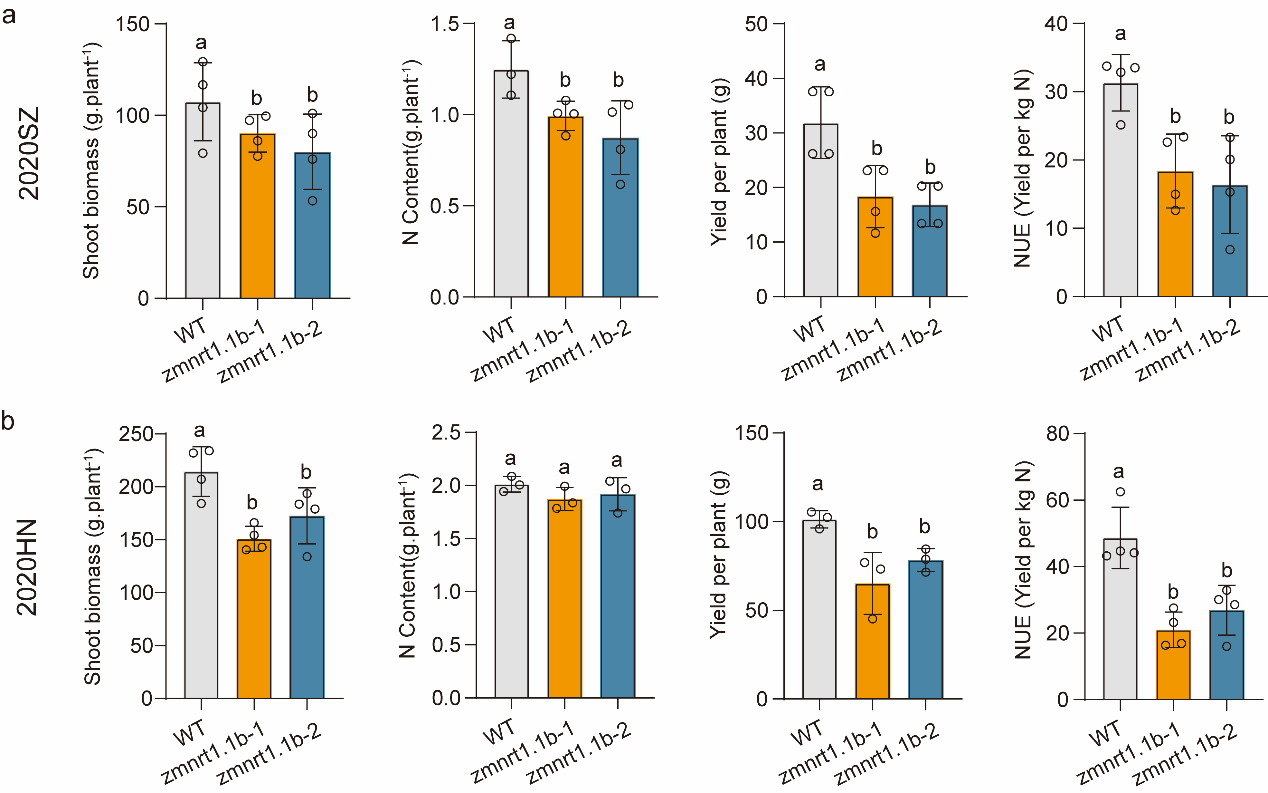

**Figure S8.** The phenotype of the WT and *zmnrt1.1b* mutants in the field.

(a) and (b) Aboveground biomass, N content, yield per plant and NUE of the mature field-grown WT and *zmnrt1.1b* mutants in Shangzhuang (Beijing) (a) and Sanya (Hainan) (b) experimental station in 2020. Data represent mean ± SD (n≥3 independent biological replicates). Different letters indicate significant differences at *P < 0.05* according to one-way ANOVA followed by Duncan’s multiple comparison test.

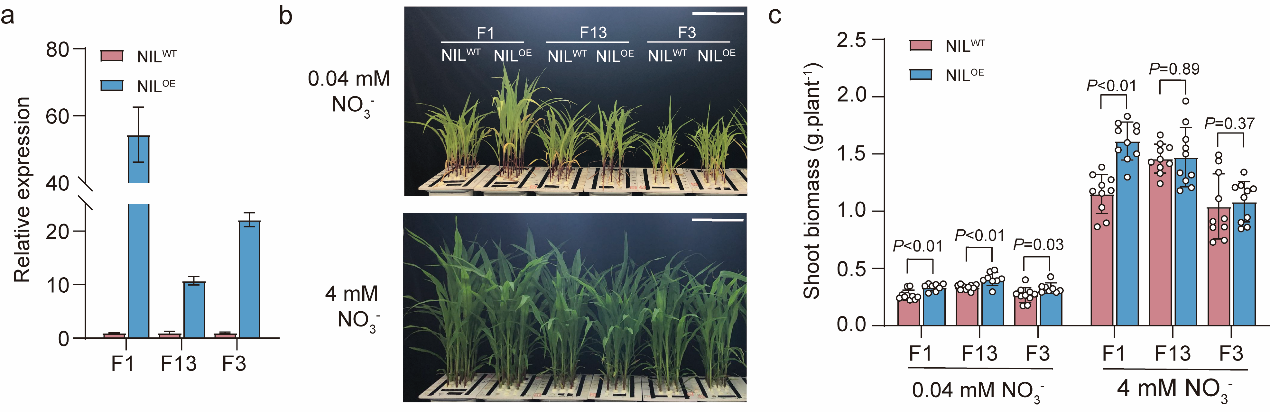

**Figure S9.** Growth phenotypes of *ZmNRT1.1B* overexpression lines under different NO_3_^-^ concentrations.

(a) Transcript levels of *ZmNRT1.1B* in the non-transgenic plants (NIL^WT^) and transgenic plants (NIL^OE^). Bars represent means ± SD (n = 3 independent biological replicates). *ZmTUB4* was used as the internal reference. Relative gene expression was normalized to that of WT.

(b) Growth performance of non-transgenic plants (NIL^WT^) and transgenic plants (NIL^OE^) under low or high NO_3_^-^ condition. Bars, 20 cm.

(c) Aboveground biomass of non-transgenic plants (NIL^WT^) and transgenic plants (NIL^OE^) grown under different N conditions. Bars represent means ± SD (n = 10 independent biological replicates). Maize seedlings were hydroponically grown under supply of 0.04 or 4 mM KNO_3_ for 14 d. Statistical significance was determined by a two-sided t-test.

How the deposited data were processed for this re-analysis (not part of the article)

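RNA was sequenced from roots of WT, *zmnrt1.1b* and *zmnlp3.1* seedlings under KCl and KNO_3_, with 3 libraries in each of 6 groups. The authors extracted RNA with RNAiso, obtained 150 bp paired-end reads on a NovaSeq instrument, aligned them with HISAT2 (v2.0.5) to the B73 RefGen_v4 genome, and made their own comparisons with DESeq2. The FPKM values as deposited were computed by the authors from the reads on each gene, its length and the size of the library. The read counter and the scaling between libraries are not stated in the paper's text. The table holds 47334 genes, of which 41819 are listed as protein coding and 2532 as lincRNA, and 2983 have IDs given to newly assembled genes. A protein description is given for 27409 genes, and 11109 genes are at 0 in every library. All 18 columns of values were used.
The reads behind each FPKM were recovered from the values and the gene lengths. They numbered 16955904 to 19116969 per library, with a median of 17992374. At this depth the spread between replicates limits the precision of abundant genes, and counting error limits that of genes with few reads. Intervals given for shares of genes cover counting error only and treat genes as independent.
Values were analysed as log2(FPKM + 0.1), so fold changes are on that scale and understate the change of weakly expressed genes. Genes with an FPKM of at least 1 in at least 3 of the 18 libraries were tested with limma (v3.58.1) in R (v4.3.3), with a trend of the variance with expression and 12 residual degrees of freedom. The contrasts were the NO_3_- response within each genotype, each mutant against WT within a treatment, the difference of the response between each mutant and WT, and that between the mutants. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, except where the list alone is named. Lists of genes were tested with limma's fry and camera. Tables were read with pandas (v2.3.3) in Python (v3.11.15), and plots were drawn with matplotlib (v3.10.9). Random draws used the seed 227.
The procedure was tested on simulated data in which 200 of 25367 genes changed. It recovered 193 of them and called 4 unchanged genes. Of 100 genes simulated to respond in WT and *zmnlp3.1* and not in *zmnrt1.1b*, 94 had a decreased response in *zmnrt1.1b*. The simulated changes were larger than the median WT response of the real lists. They were wholly absent in *zmnrt1.1b*, so the numbers do not show how well partial losses of smaller responses are found.
The genes to be named were set by a rule, with a count that depended on whether names were at hand. It took each gene that the paper names and that a table links to an ID, which gave none. It took the 5 largest increases and the 5 largest decreases in WT past both thresholds, with all KNO_3_ libraries on one side of all KCl libraries and a mean of at least 5 FPKM, or a pair in each direction without names. It also took the 3 genes with the smallest interaction p in each mutant. The limit to a pair was applied to genes without a protein description, a reading of the rule that was settled after the values were seen. Genes were also chosen by protein description, for functions that the paper discusses. These descriptions were chosen after the table was at hand, and every tested gene of a description was counted.
The alternatives tried were a pseudocount of 1 FPKM, a minimum of 0.1 FPKM, no minimum, rescaling of the libraries by median ratios, the replicate number as a block, models of only the groups compared, voom on the recovered reads, interaction p-values adjusted over the list alone, a comparison under KNO_3_ alone, the up-regulated genes of Data S2 as the list, lists selected on the other mutant, other settings of the clustering, camera in place of fry, and leaving out each library in turn. The deviations of libraries of both treatments with the same replicate number had correlations across genes of −0.07 to 0.27, and the numbers were not taken as pairs. No enrichment was computed, since no pathway annotation of all genes was used here. The quantitative PCR and the other experiments of the paper were not analysed here.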

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

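The tests on lists defined in the mutants, those of scaling and of a single deviating library for the difference under KCl, those on genes near 0, and all settings tried for the direct difference between the mutants were chosen only after the result was seen.
The NO_3_- response differed directly between *zmnrt1.1b* and *zmnlp3.1* in 343 genes, a difference between groups found with an interaction test. Of 100 assignments of the mutant labels within treatments, 10 gave as many genes, the real one included, so this count alone leaves other groupings open. In 9 of the 9 other assignments that gave as many, the number of libraries that kept their label differed by at least 2 between the treatments, which turns differences of level between the mutants into differences of response. Of the 100 assignments 12 were of this kind, which was noticed after the counts were seen. Outside this kind only the real assignment gave as many. A model of only the groups compared gave 169 genes whose NO3 response differs between the mutants, and voom on the recovered reads 351. With 1 library left out there were 199 to 409 genes, with the lowest count without *zmnrt1.1b* KCl replicate 2. A difference between the mutants stays open as a hypothesis.
Genes up-regulated in a mutant often had a smaller response in WT, by the interaction criterion used for the mutants. This was so for 206 of 527 genes up-regulated in *zmnrt1.1b* (39.1%, 95% exact interval 34.9 to 43.4%) and 201 of 453 in *zmnlp3.1* (44.4%, 39.7 to 49.1%). For down-regulated genes the shares were 33.8% and 40.8%. The lists defined in WT had larger shares with a smaller response in the mutant, 49.6% and 62.3% of the up-regulated and 40.1% and 51.3% of the down-regulated genes. A large part of the share found for WT lists therefore also appears in the reverse direction. For lists selected in simulated unchanged mutants, of 723 to 1390 genes on average, a smaller response in WT was found in at most 18.8% for *zmnrt1.1b* and 18.8% for *zmnlp3.1* of the up-regulated and 18.6% and 18.9% of the down-regulated genes. This argues against selection of the list as the whole source of the shares in the mutants' lists. For lists selected in WT, simulations of unchanged mutants gave at most 23.4% and 24.3% of the up-regulated and 22.3% and 22.7% of the down-regulated genes. Responses that are larger in a mutant stay open beside responses that are smaller. A variation between libraries that the simulations do not hold was not tested.
A signal that the paper does not report was found in 2 genes near 0 in all 6 *zmnrt1.1b* libraries and expressed in the 12 libraries of the other genotypes. No gene was near 0 in WT alone or in *zmnlp3.1* alone. Near 0 means at most 0.1 FPKM in each library of a genotype, with at least 1 FPKM in each other library. Genes just above that limit were not counted. Both genes were chosen after their values were seen. Zm00001d045629 on chromosome 9 (29279184 to 29282692) was listed at 0 FPKM in each *zmnrt1.1b* library and had at least 280 reads in each library of the other genotypes. The reads argue against low depth, and the absence from each *zmnrt1.1b* library argues against a mislabelled library among them. Zm00001d021150 on chromosome 7 (144130204 to 144132248) had 3 reads over all *zmnrt1.1b* libraries. Next to the first gene, Zm00001d045630 had 0 reads in *zmnrt1.1b*, 78 in WT and 151 in *zmnlp3.1*. Zm00001d045631, with at most 0.146 FPKM in *zmnrt1.1b*, had 3 reads in *zmnrt1.1b*, 2072 in WT and 2566 in *zmnlp3.1*, and gene_Zm00001d045632 had 5664, 6588 and 5584. Next to the other, Zm00001d021149, with at most 0.115 FPKM in *zmnrt1.1b*, had 2, 415 and 1057. A deletion or another variant of the sequenced line at these loci, in the background or from its editing, may be the source, and no sequence was used here to test it.
Under KCl, 952 genes differed between *zmnlp3.1* and WT, a comparison that the paper does not report, and 181 of them (19%) were higher in *zmnlp3.1*. With voom on the recovered reads, 29.5% were higher, which argues against the authors' scaling as the whole source of the direction. With each library left out in turn, 15.6 to 23.7% were higher, which argues against a single deviating library. The number of genes was 633 to 1171, lowest without *zmnlp3.1* KCl replicate 4 and highest without *zmnlp3.1* KCl replicate 1. The 10 most abundant genes held at most 2.65% of the reads of a *zmnlp3.1* KCl library and 2.55 to 2.66% in WT, which argues against a few genes taking most of the reads. The real split was the only one of 10 splits of the 6 libraries with as many genes, and the largest count in another was 0. A test of 3 libraries against 3 cannot give a share under 0.1 and by itself decides nothing. Lower expression in the mutant before NO_3_- is supplied is a hypothesis that stays open, as does a difference in growth between the genotypes, which was not tested.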

How the results depend on the processing

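The alternatives were set before the data were examined, except that KCl means taken as fixed, and all settings for the direct difference between the mutants, were added after the data were seen. The cause of the changes below was not tested, unless it is given.
The numbers of WT up- and down-regulated genes and of ZmNRT1.1B- and ZmNLP3.1-dependent up-regulated genes stayed within 1.5 times those reported under each alternative tried for them. Adjusted over all genes tested, which was not one of these alternatives, these dependent genes numbered 94 and 202. With a pseudocount of 1 FPKM, which lowers the fold changes of weakly expressed genes, 193 down-regulated genes were ZmNRT1.1B-dependent and 126 co-regulated, and there were 786 zmnrt1.1b NO3-responsive genes, 624 zmnlp3.1 NO3-responsive genes and 1575 genes differing between zmnlp3.1 and WT under KNO3. Adjusted over the list alone, a stricter threshold, 167 down-regulated genes were ZmNRT1.1B-dependent and 113 co-regulated. Under KNO_3_ alone 423 up-regulated genes were co-regulated. In models of only the groups compared, with fewer libraries, 450 genes responded in *zmnlp3.1*, there were 517 genes differing between zmnlp3.1 and WT under KCl, and there were 169 genes whose NO3 response differs between the mutants. Without standardization 91.3% of the co-regulated genes were in the 5 clusters that held most. With KCl means taken as fixed, there were 429 ZmNRT1.1B-dependent NO3 up-regulated genes, 532 ZmNLP3.1-dependent NO3 up-regulated genes, 320 ZmNRT1.1B-dependent NO3 down-regulated genes and 399 ZmNLP3.1-dependent NO3 down-regulated genes.
The median response depended on the genotype that defined the list. Over the 453 genes up-regulated in *zmnlp3.1* it was 0.728 in *zmnrt1.1b* and 0.656 in WT, so that *zmnrt1.1b* had the larger response, the reverse of the order over the WT list. Over the 527 genes up-regulated in *zmnrt1.1b* it was 0.819 in *zmnlp3.1* and 0.902 in WT. The pathway list Nitrogen metabolism zmnrt1.1b, with a median difference of −0.572, passed the threshold with camera and not with fry.
With each library left out in turn, 775 to 1333 genes responded in *zmnrt1.1b*, 342 to 415 differed between *zmnrt1.1b* and WT under KCl, and 199 to 409 differed between the mutants in their response, each lowest without *zmnrt1.1b* KCl replicate 2. Between *zmnlp3.1* and WT under KCl 633 to 1171 genes differed, lowest without *zmnlp3.1* KCl replicate 4. The dependent up-regulated genes numbered 263 to 371 in *zmnrt1.1b*, 338 to 507 in *zmnlp3.1* and 195 to 314 in both, and the down-regulated ones 207 to 332, 305 to 421 and 139 to 228. Fits without a library have fewer samples.
Of 123 results for single genes, 76 changed in no setting. Under the alternatives 11 were no longer past their threshold and 16 came past it, and with a library left out 14 and 18. The replicate number as a block reversed the Zm00001d024587 zmnlp3.1 minus WT response to −0.086. With voom the gene_Zm00001d021278 WT response was −0.005 and the Zm00001d036542 zmnrt1.1b minus WT response 0.677, against −2.309 with a pseudocount of 1 FPKM. With a library left out, the log2 value ranged over −0.062 to 0.21 for the gene_Zm00001d021278 WT response, −0.069 to 0.268 for the Zm00001d011679 WT response and −0.052 to 0.174 for the Zm00001d009017 WT response. It ranged over −1.274 to 0.927 for the Zm00001d036542 zmnrt1.1b minus WT response, −0.69 to 0.024 for the gene_Zm00001d054060 zmnrt1.1b minus WT response and −0.564 to 0.151 for the gene_Zm00001d054057 zmnrt1.1b minus WT response. It was −0.243 to 0.469 for the Zm00001d011679 zmnrt1.1b minus WT response, −0.617 to 0.048 for the Zm00001d003287 zmnrt1.1b minus WT response and −0.159 to 0.144 for the Zm00001d024587 zmnlp3.1 minus WT response.
Voom moved the direction of differences between genotypes. Under KNO_3_ 51.2% of the genes differing between *zmnlp3.1* and WT were higher in *zmnlp3.1*, against 34.7% with the deposited scaling, and the median difference of all genes was 0.134 on the log2 scale. Genes with few reads limit what can be said of weak expression at this depth.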

Differences from the paper's values

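The genes compared by protein description, and KCl means taken as fixed, were chosen only after values were seen.
The paper's text gives 251 ZmNLP3.1-dependent down-regulated genes, and 385 were found here. The column of Data S4 headed ZmNLP3.1 holds 285 genes, and the number in the text may belong to the other regulator, as described below. The settings that follow are compared with the number in the text. Of the alternatives set before the data were examined, those within 1.5 times the paper's number were a pseudocount of 1 FPKM (278 genes), the replicate number as a block (363) and adjustment over the list alone (298), and 9 fits that each left out a library (305 to 376). Those outside it were a minimum of 0.1 FPKM (415), no minimum (402), rescaling (384), only the groups compared (378), voom (442) and the comparison under KNO_3_ alone (377). The fits without *zmnlp3.1* KCl replicate 1 (421), *zmnlp3.1* KNO_3_ replicate 2 (389) and *zmnlp3.1* KNO_3_ replicate 4 (397) were also outside it.
As a share of the down-regulated genes, the paper's 29.8% stands against 51.3% here. That share too is given in the paper for the 251 genes of its text. Of the alternatives set before the data were examined, adjustment over the list alone (39.7%) and the fits without *zmnlp3.1* KCl replicate 4 (43.1%) and without *zmnlp3.1* KNO_3_ replicate 3 (42.6%) were within 1.5 times the paper's share. All others were outside it, with 47.8 to 57.0%.
The paper's text gives more ZmNRT1.1B-dependent than ZmNLP3.1-dependent down-regulated genes. The order here was the reverse, with 301 and 385 genes, and was that of the text in the comparison under KNO_3_ alone, with 428 and 377. In the paper's Data S4, the column headed ZmNRT1.1B holds 251 genes and that headed ZmNLP3.1 285, the reverse of the paper's text. By the p-values of Data S2, 250 genes of the first column have a smaller response in *zmnrt1.1b* and 147 in *zmnlp3.1*. In the other column 284 do in *zmnlp3.1* and 147 in *zmnrt1.1b*. This argues that the headings are right and that the text exchanges the numbers. By the columns, the order of the mutants is the one found here. By the p-values printed in the paper's Data S2, 341 down-regulated genes have p under 0.05 and a smaller response in *zmnrt1.1b* and 412 in *zmnlp3.1*. Both numbers found here are within 1.5 times those of the columns. The paper's Data S2 lists 839 down-regulated genes and the paper's text gives 840.
The share of up-regulated genes dependent on both regulators was 38.4% here, under the lower bound that the paper states. It was above that bound with a pseudocount of 1 FPKM (49%), without a minimum FPKM (40.3%), with the replicate number as a block (43.7%), under KNO_3_ alone (59.1%), without WT KCl replicate 1 (40.7%) and without *zmnlp3.1* KCl replicate 4 (41.4%). It was under it with adjustment over the list alone (27.5%), voom (34.1%), the list of Data S2 (34.4%), only the groups compared (37.4%), a minimum of 0.1 FPKM (38.1%) and rescaling (38.4%). In all other fits without a library it was 32.2 to 39.8%, also under it. With KCl means taken as fixed, a setting chosen after seeing the values, there were 351 co-regulated NO3 up-regulated genes of 716, also above it.
The paper names genes of NO_3_- uptake and assimilation, CK metabolism and carbon metabolism as dependent on both regulators. No ID was paired with these names, so the comparison covers genes of the same description. None of the 4 genes described as nitrite reductase had a decreased response at the interaction threshold in either mutant. Missing this threshold does not show an unchanged response. Under KNO_3_ the difference of *zmnlp3.1* from WT was −1.33 for Zm00001d018161 and −1.42 for gene_Zm00001d052164 (adjusted p = 0.00599 and 0.00594 from limma). For gene_Zm00001d052165 it was −0.49 (adjusted p = 0.443 from limma). In *zmnrt1.1b* the differences under KNO_3_ were −0.83, −1.01 and −1.02 (adjusted p = 0.0903, 0.0544 and 0.145 from limma). Without *zmnlp3.1* KCl replicate 4, Zm00001d018161 and gene_Zm00001d052164 did in *zmnlp3.1*, and gene_Zm00001d052164 did in *zmnrt1.1b* with a pseudocount of 1 FPKM, the replicate block, only the groups compared, voom, and without *zmnrt1.1b* KCl replicate 3. Of the genes described as High-affinity nitrate transporter 2.1, gene_Zm00001d054060 and gene_Zm00001d054057 were not past it in either mutant, except in *zmnlp3.1* without *zmnlp3.1* KCl replicate 4. Under KNO_3_ they differed from WT by −2.03 and −1.73 in *zmnlp3.1* (adjusted p = 0.0117 and 0.0124 from limma). In *zmnrt1.1b* the differences were −0.54 and −0.45 (adjusted p = 0.529 and 0.549 from limma). The paper also reports quantitative PCR with lower *ZmNRT2.1* in both mutants, which was not analysed here. The gene described as Adenylate isopentenyltransferase 5 that rose in WT, Zm00001d034584, was past it in *zmnlp3.1* with the replicate block, with only the groups compared and without WT KCl replicate 1, and in *zmnrt1.1b* without WT KCl replicate 1 and without *zmnrt1.1b* KNO_3_ replicate 2, and otherwise in neither mutant.
In *zmnrt1.1b*, gene_Zm00001d032664 (Cytokinin dehydrogenase 3), gene_Zm00001d049187 (6-phosphogluconate dehydrogenase) and gene_Zm00001d034345 (ferredoxin--NADP reductase) were not past it. All of them were with only the groups compared. Without *zmnrt1.1b* KNO_3_ replicate 2 gene_Zm00001d032664 and gene_Zm00001d049187 were, and gene_Zm00001d032664 also was with a pseudocount of 1 FPKM and without WT KCl replicate 2. The nitrate reductase gene Zm00001d031769 was past it in *zmnrt1.1b* with only the groups compared, voom, without WT KCl replicate 3 and without *zmnrt1.1b* KNO_3_ replicate 2, and not otherwise. Of the other genes of NO_3_- transport by description, Zm00001d017095 was past it in *zmnlp3.1* with a pseudocount of 1 FPKM, the replicate block, voom, and without *zmnlp3.1* KCl replicate 4, *zmnlp3.1* KNO_3_ replicate 2 or *zmnlp3.1* KNO_3_ replicate 3. Zm00001d011679 was past it in *zmnlp3.1* without *zmnlp3.1* KCl replicate 4. In *zmnrt1.1b*, Zm00001d044504 was past it with a pseudocount of 1 FPKM and without WT KCl replicate 1, WT KNO_3_ replicate 4, *zmnrt1.1b* KCl replicate 3 or *zmnrt1.1b* KNO_3_ replicate 2.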

Other observations

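The tests of neighbouring genes and of chromosome segments, of the p-values in Data S2, of levels under KCl, of the overlap in lists of equal share, and the reading of which label assignments gave large counts were chosen only after the result was seen.
The labels of the libraries were reassigned to see how often other groupings gave as large a result. For the genes up- or down-regulated in WT, responding in *zmnrt1.1b* or *zmnlp3.1*, and differing between *zmnrt1.1b* or *zmnlp3.1* and WT under KNO_3_, and between *zmnrt1.1b* and WT under KCl, 1 of the 10 splits of 6 libraries gave as many genes, the real one. The largest count in another split was 153 for the genes responding in *zmnlp3.1*, 4 for those differing between *zmnrt1.1b* and WT under KNO_3_ and 0 for each of the others. With 3 libraries against 3 the share cannot go under 0.1, so the test by itself decides nothing.
For dependent genes the genotype labels were permuted within each treatment, with 100 assignments and the real one among them. As many up-regulated genes were ZmNRT1.1B-dependent in 3 assignments and ZmNLP3.1-dependent in 5, and as many down-regulated genes in 10 and 6. The median response of the up-regulated genes was reduced as much in 4 assignments for *zmnrt1.1b* and 10 for *zmnlp3.1*. As many genes were co-regulated in 1 assignment for up-regulated and 2 for down-regulated genes, and as many combinations of pathway list and mutant as the 13 found passed in 1. The study chose the pathway lists under the real labels, which favours the real assignment, so the count for pathway lists decides nothing. The counts of ZmNLP3.1-dependent genes in both directions, of ZmNRT1.1B-dependent down-regulated genes and the median in *zmnlp3.1* were thus reached by at least 5 of 100 assignments, which leaves other groupings open. Of the other assignments as large, 3 of 4 for ZmNLP3.1-dependent up-regulated, 5 of 5 for ZmNLP3.1-dependent down-regulated, 8 of 9 for the median in *zmnlp3.1* and 8 of 9 for ZmNRT1.1B-dependent down-regulated genes differed between the treatments by at least 2 in the number of libraries that kept their label, so that differences of level between genotypes enter as differences of response. These numbers of assignments therefore rest mostly on assignments of that kind.
The WT libraries are shared by both comparisons, so the lists of dependent genes overlap even without an effect. In simulations of unchanged mutants they shared at most 102 up-regulated and 95 down-regulated genes against 275 and 199 found, but the simulated lists of dependent genes were smaller. With lists of the same shares of the WT list as those found, the simulations shared at most 83.1% of the smaller list for up-regulated and 77.2% for down-regulated genes, against 77.5% and 66.1% found. As large a part was shared in 94 and 100 of 100 simulations with shrunken WT responses and in 63 and 99 with the measured WT means. The simulated lists of equal share hold only genes without an effect, so this comparison cannot decide the source of the overlap. The shared WT libraries stay a possible explanation of its size, and a common regulation stays open as a hypothesis. A higher level in the mutants under KCl would also lower the response. The difference under KCl exceeded that under KNO_3_ in at most 15.5% of the dependent up-regulated genes of a mutant, which argues against it for most of them.
Genes that differed from WT in both treatments were examined for their position, since a segment that differs between the lines may be their source. There were 284 such genes in *zmnrt1.1b* and 396 in *zmnlp3.1*. In *zmnrt1.1b*, 28 of them lay next to another, against a mean of 6.13 in random lists (p = 1e-04 by permutation, the smallest that 10000 draws can give) and of 12.7 in lists of as many NO_3_--responsive genes, 4 of 1000 of which had as many. The criterion was first that the number exceed the maximum of those lists, 31, which it did not. It was changed after the result was seen to fewer than 5% of the lists, so this comparison is weak evidence. In *zmnlp3.1*, 35 genes lay next to another, and 77 of 1000 lists of NO_3_--responsive genes had as many, so a segment that differs between the lines cannot be told apart from neighbours that respond together. Of the neighbouring pairs, 5 of 15 in *zmnrt1.1b* and 4 of 18 in *zmnlp3.1* shared a description, and reads shared between paralogs were not tested. The densest window of 5 Mb held 4 genes in *zmnrt1.1b*, and 998 of 1000 random lists had a window as dense, which argues against a long segment. In *zmnlp3.1* it held 10 of 136 tested genes, on chromosome 2 from 5 Mb, and 9 random lists had one as dense, which is consistent with a segment there and remains a hypothesis.
The paper's text does not name the test behind the p-values for the comparison of responses in Data S2. P-values computed from the FPKM values with KCl means taken as fixed ranked the genes of Data S2 with Spearman's rho across genes of 1 in *zmnrt1.1b* and 0.999 in *zmnlp3.1*, against 0.885 and 0.869 for the interaction test, over 1591 and 1593 genes. Genes are not independent replicates. A test without the spread of the KCl libraries is a candidate explanation for those values. On simulated data, 14.3% of unchanged genes passed such a test at 0.05 and 5.82% passed the interaction test.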
